# Optimal treatment for post-MI heart failure in rats: dapagliflozin first, adding sacubitril-valsartan 2 weeks later

**DOI:** 10.3389/fcvm.2023.1181473

**Published:** 2023-06-08

**Authors:** Wenqi Tao, Xiaoyu Yang, Qing Zhang, Shuli Bi, Zhuhua Yao

**Keywords:** myocardial Infarction, heart failure, dapagliflozin, sacubitril-valsartan, sequential administration

## Abstract

**Background:**

Based on previous research, both dapagliflozin (DAPA) and sacubitril-valsartan (S/V) improve the prognosis of patients with heart failure (HF). Our study aims to investigate whether the early initiation of DAPA or the combination of DAPA with S/V in different orders would exert a greater protective effect on heart function than that of S/V alone in post-myocardial infarction HF (post-MI HF).

**Methods:**

Rats were randomized into six groups: (A) Sham; (B) MI; (C) MI + S/V (1st d); (D) MI + DAPA (1st d); (E) MI + S/V (1st d) + DAPA (14th d); (F) MI + DAPA (1st d) + S/V (14th d). The MI model was established in rats via surgical ligation of the left anterior descending coronary artery. Histology, Western blotting, RNA-seq, and other approaches were used to explore the optimal treatment to preserve the heart function in post-MI HF. A daily dose of 1 mg/kg DAPA and 68 mg/kg S/V was administered.

**Results:**

The results of our study revealed that DAPA or S/V substantially improved the cardiac structure and function. DAPA and S/V monotherapy resulted in comparable reduction in infarct size, fibrosis, myocardium hypertrophy, and apoptosis. The administration of DAPA followed by S/V results in a superior improvement in heart function in rats with post-MI HF than those in other treatment groups. The administration of DAPA following S/V did not result in any additional improvement in heart function as compared to S/V monotherapy in rats with post-MI HF. Our findings further suggest that the combination of DAPA and S/V should not be administered within 3 days after acute myocardial infarction (AMI), as it resulted in a considerable increase in mortality. Our RNA-Seq data revealed that DAPA treatment after AMI altered the expression of genes related to myocardial mitochondrial biogenesis and oxidative phosphorylation.

**Conclusions:**

Our study revealed no notable difference in the cardioprotective effects of singular DAPA or S/V in rats with post-MI HF. Based on our preclinical investigation, the most effective treatment strategy for post-MI HF is the administration of DAPA during the 2 weeks, followed by the addition of S/V to DAPA later. Conversely, adopting a therapeutic scheme whereby S/V was administered first, followed by later addition of DAPA, failed to further improve the cardiac function compared to S/V monotherapy.

## Introduction

Post-myocardial infarction heart failure (post-MI HF) is a common, life-threatening complication in patients with ST-elevation MI (STEMI) (1). Although early revascularization via either percutaneous coronary interventions (PCIs) or coronary artery bypass graft surgery (CABG) is widespread in clinical practice (1–4), safer and more effective medications are needed to reduce mortality and adverse outcomes in patients with HF after acute MI (AMI). The PARADISE-MI study showed that sacubitril-valsartan (S/V) was not statistically significant but yielded better effects on primary outcomes (death from cardiovascular causes and hospitalization for HF) than ramipril (hazard ratio, 0.9; 95% CI, 0.78–1.04) (5). In survivors of an AMI with left ventricular (LV) systolic dysfunction and pulmonary congestion, S/V decreased the risk of coronary outcomes (first occurrence of death from coronary heart disease, nonfatal MI, hospitalization for angina, and postrandomization coronary revascularization) compared with those for ramipril (hazard ratio, 0.86; 95% CI, 0.74–0.99) (6). The PARADISE-MI echocardiographic substudy indicated that compared to ramipril, S/V attenuated LV enlargement and improved filling pressure in patients after AMI within 1 week (7). Moreover, hypotension-related adverse events were more prevalent in the S/V group (28.3%) than the ramipril group (21.9%) (5).

Sodium-glucose co-transporter-2 inhibitors (SGLT2i), a new class of diabetes medicine, reduce hospitalization for HF (HHF) and cardiovascular (CV) mortality in patients with or without diabetes mellitus (8–10). More recently, the EMMY trial indicated that empagliflozin reduces NT-proBNP and improves heart function against the placebo in patients with HF after AMI (11).

In 2022 American Heart Association (AHA)/American College of Cardiology (ACC)/HF Society of America (HFSA) Guideline for the management of HF, SGLT2i, and S/V are classified under recommendation 1a for the treatment of HF with reduced ejection fraction (HFrEF), signifying their status as foundational therapeutic options for HFrEF (12). Combining dapagliflozin (DAPA) and S/V can substantially reduce the risk of morbidity and mortality in patients with HFrEF (13). Despite several studies, the role and impact of SGLT2i in AMI therapy have not been clearly determined. There are few studies with regard to the efficacy of S/V and DAPA alone or in combination on HF in patients with AMI. Subsequently, we conducted an investigation employing an animal model of MI in rats. Our aim was to determine whether the prompt initiation of DAPA or administering it in varying orders with S/V would yield superior outcomes in terms of heart function as compared to S/V monotherapy in rats with post-MI HF.

## Materials and methods

### Surgical animal model and experimental groups

The experimental protocol (No. 2020-C07) was approved by the Ethics Review Committee for Animal Experimentation at Tianjin Union Medical Center, China, and conformed to the Guide for the Care and Use of Research Animals established by Tianjin Union Medical Center. MI was generated in adult male Sprague-Dawley (SD) rats via surgical ligation of the left anterior descending (LAD) coronary artery. The animals were anesthetized with an intraperitoneal injection of 3% tribromoethanol (0.3 mg/kg) and ventilated using a rodent ventilator (HX-101E, TECH, China) with 70 breaths/min and a stroke volume of 420 ml/min. The chest cavity was opened in the third intercostal space, and the left coronary artery was permanently ligated by using a 6-0 silk thread. Electrocardiography (ECG) was used to demonstrate ST-elevation, which was confirmed success of the surgery. Sham-operated animals underwent the same surgical procedure except the ligation.

Animals were divided into the following seven groups: (A) Sham group: the rats were given same volume of saline by daily gavage for 28 days; (B) MI group: the rats were given same volume of saline by daily gavage for 28 days; (C) MI + S/V (1st d) group: the rats were given S/V (68 mg/kg) by daily gavage for 28 days; (D) MI + DAPA (1st d) group: the rats were given DAPA (1 mg/kg) by daily gavage for 28 days; (E) MI + S/V (1st d) + DAPA (14th d) group: S/V (68 mg/kg) treatment started on day 1, and DAPA (1 mg/kg) treatment started on day 14; (F) MI + DAPA (1st d) + S/V (14th d) group: DAPA (1 mg/kg) treatment started on day 1, and S/V (68 mg/kg) treatment started on day 14; (G) MI + DAPA (1st d) + S/V (1st d) group: the rats were given S/V (68 mg/kg) and DAPA (1 mg/kg) by daily gavage for 28 days (Figure 1A). DAPA (1 mg/ml) or S/V (68 mg/ml) was dissolved in saline. During the third day of therapy with the dual drug (group G), the death rate (91.66%) was significantly higher than that of all other groups (Figure 1B). Therefore, in subsequent experiments, we reasonably excluded this group.

**Figure 1:**
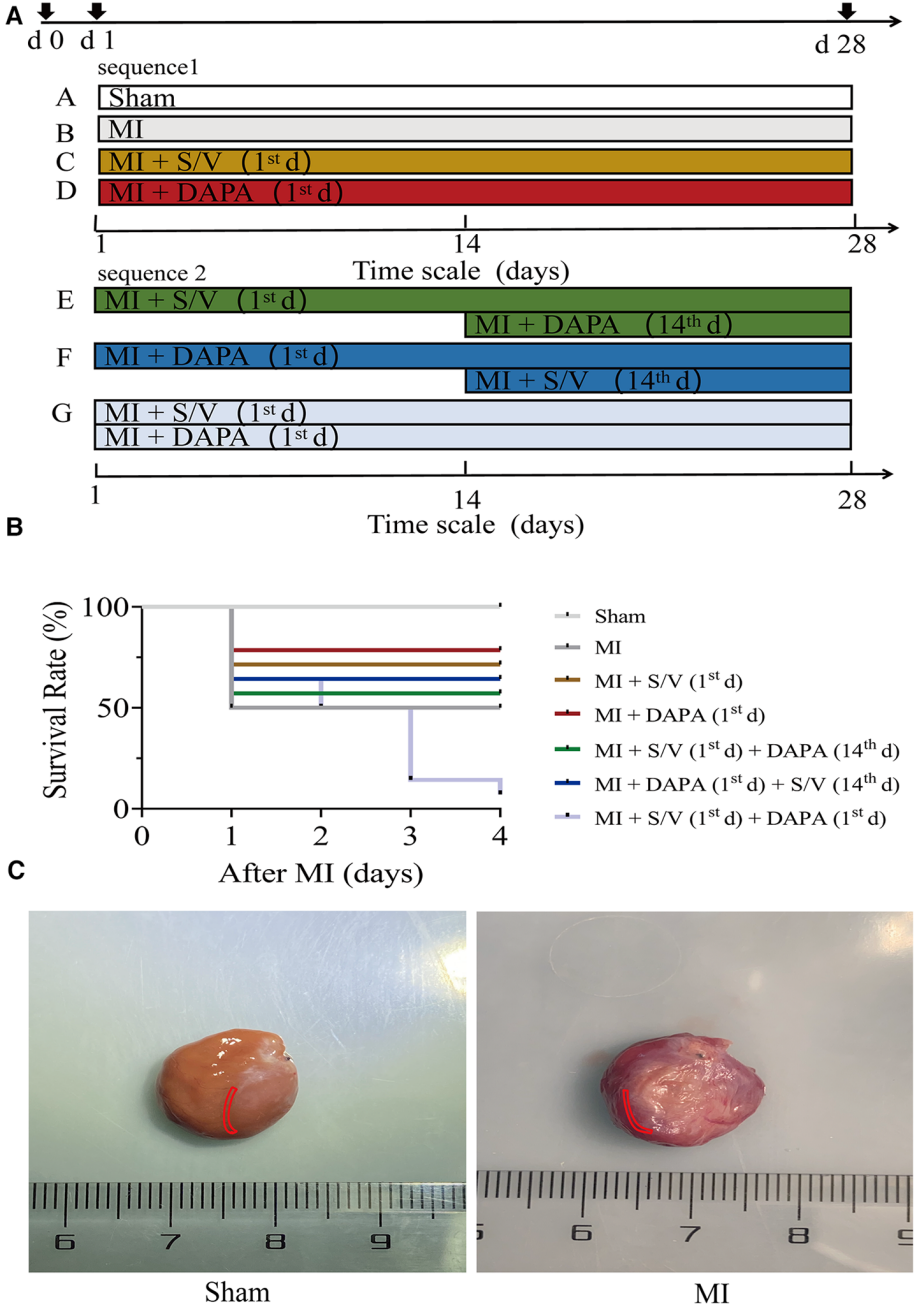
(**A**) Experimental design representative scheme, medication sequences, and duration periods; the color boxes indicate different dosing regimen: white for Sham; gray for MI; yellow for S/V (1st d); red for DAPA (1st d); green for S/V (1st d) + DAPA (14th d); blue for DAPA (1st d) + S/V (14th d); and light blue for MI + DAPA (1st d) + S/V (1st d). (**B**) Survival curves of MI 3 days after surgery, *n* = 14 per group, log-rank (Mantel–Cox) test. (**C**) In this experiment, infarct border areas were mainly used in molecular biology experiments. The Sham group was assigned to collect materials from the corresponding parts of the heart. The area is marked in the figure (in red area). S/V, sacubitril-valsartan; DAPA, dapagliflozin; MI, myocardial infarction; 1st, first day of dosing; 14th, day 14 dosing.

### Myocardial sampling site

In this experiment, infarct border areas were mainly used in molecular biology experiments. There was a clear dividing line between the infarct border and the infarct region. The scar tissue was removed along this line. A small amount of tissue was taken along the border of the infarct to assess the damage (about 0.5 mm) (Figure 1C). The Sham group was assigned to collect materials from the corresponding parts of the heart (Figure 1C).

### ECG detection

The surface ECG (Lead II, V1) were obtained by the WorkMate Claris™ system (H700124, St. Jude Medical, United States) at 10 min, 1 day, and 28 days after operation. The rats were anesthetized with tribromoethanol during the measurements.

### Blood pressure

Systolic blood pressure (SBP) and diastolic blood pressure (DBP) were measured during day 1 and day 28 using a tail-cuff method (BP-98A, Softron, Japan), which took the average of three consecutive measurements as the mean arterial pressure.

### Echocardiography

The rats were anesthetized at day 1 or day 28 after MI with the inhalation of isoflurane. The ultrasound system (Vevo 2100, VisualSonics, Canada) was used to acquire and anatomize the images. The short-axis left atrial diameter (LA), LV end systole inner diameter (LVIDs), LV end diastolic inner diameter (LVIDd), LV end systole anterior wall thickness (LVAWs), LV end diastolic anterior wall thickness (LVAWd), LV end systole volume (LV Vols), LV end diastolic volume (LV Vold), LV fractional shortening (LVFS), and LV ejection fractions (LVEF) were assessed.

### Heart-to-tibia-length ratio

Determining the heart-to-tibia-length ratio of the rats was essential to research the effect of drugs on cardiac remodeling. After rats were sacrificed, weights of the hearts were recorded by precision balance and the tibia lengths of the rats were regularly measured.

### Measurement of infarct size

2,3,5-Triphenyltetrazolium chloride (TTC) staining was performed to evaluate the myocardial infarct size at 24 h after AMI. The hearts were sectioned into equally spaced coronal blocks (2 mm). These sections were stained with 2% TTC (G3005, Solarbio, China) at 37°C for 30 min. ImageJ software (1.8.0, National Institutes of Health, United States) was applied to measure the infarct size.

### Histological and morphological analyses

The harvested hearts were fixed in 4% paraformaldehyde and embedded in paraffin, which were cut into 5-µm thick slices. Then, the sections were stained with eosin (H&E) and Masson's trichrome. The hearts were visualized by an inverted microscope (IX53, Olympus, Japan), and the infarct and fibrosis area were measured by ImageJ (National Institutes of Health).

### Transmission electron microscope

A small piece (1 mm^3^) of the fresh left ventricle myocardium was fixed with 2.5% glutaraldehyde followed by post-fixation with 1% osmium tetroxide. After dehydration and related treatment, the ultrathin sections were observed for mitochondria under an electron microscope (HT7700 120kv, Hitachi, Japan).

### Immunohistochemistry

The heart tissue samples were fixed in 4% paraformaldehyde at room temperature (25°C) for 48 h, embedded in paraffin, and sectioned into 5-µm slices. The sections were incubated with alpha-smooth muscle actin (α-SMA) antibody (19,245, Cell Signaling Technology, 1:400) at 4°C overnight and incubated with secondary antibody for 1 h at room temperature. Sections were incubated with 3, 3′-diaminobenzidine tetrahydrochloride (DAB) substrate (SW1020, Solarbio, China) and then counterstained with hematoxylin. The image was also captured by Olympus inverted microscope and the number of α-SMA-positive cells was analyzed by ImageJ (National Institutes of Health).

### Terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling staining

Post routine dewaxing with xylene and dehydrating with gradient ethanol, these sections were detected for apoptosis levels using terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) staining, following the manufacturer's instructions (11684817910, Roche, Germany).

### Western blot analysis

LV specimens from the infarct border area were homogenized in RIPA buffer (CW2333, CWBIO, China) with protease (CW2200, CWBIO, China) and PhosSTOP (04906845001, Roche, Germany) inhibitors. The Sham group was assigned to collect materials from the corresponding parts of the heart. The samples were denatured, separated by SDS-PAGE electrophoresis and transferred to a polyvinylidene difluoride (PVDF) membrane. Protein extracts (50 µg) were subjected to Western blot analysis using the following antibodies: mouse anti-GAPDH (60004-1-Ig, Proteintech, 1:5,000), rabbit anti-Bax (14,796, Cell Signaling Technology, 1:1,000), rabbit anti-Bak (12,105, Cell Signaling Technology, 1:1,000), rabbit anti-Cytochrome c (Cytc) (11,940, Cell Signaling Technology, 1:1,000), rabbit anti-Caspase-9 (ab184786, Abcam, 1:1,000), rabbit anti-Cleaved Caspase-9 (9,507, Cell Signaling Technology, 1:1,000), rabbit anti-Caspase-3 (14,220, Cell Signaling Technology, 1:1,000), rabbit anti-Cleaved Caspase-3 (9,664, Cell Signaling Technology, 1:500), rabbit anti-SOD2 (13,141, Cell Signaling Technology, 1:1,000), rabbit anti-SOD2/MnSOD2 (acetyl-SDO2) (ab137037, Abcam, 1:1,000), rabbit anti-α-SMA (19,245, Cell Signaling Technology, 1:1,000), rabbit anti-TGF-β (3,711, Cell Signaling Technology, 1:1,000), rabbit anti-Smad2 (5,339, Cell Signaling Technology, 1:1,000), rabbit anti-Phosho-SMAD2 (p-SMAD2) (18,338, Cell Signaling Technology, 1:1,000), rabbit anti-COL1A1 (91,144, Cell Signaling Technology, 1:1,000), rabbit anti-COL3A1 (ab7778, Abcam, 1:1,000). Secondary antibody was horseradish peroxidase–conjugated anti-rabbit (W401B, Promega, 1:5,000), and anti-mouse (W402B, Promega, 1:5,000). Bands were visualized using enhanced chemiluminescent ECL. Immunoblots were quantified by using ImageJ (National Institutes of Health).

### Real-time PCR

Total RNA was isolated from cardiomyocyte using the commercial RNApure Tissue&Cell Kit (CW0584, CWBIO, China), according to the manufacturer's instructions. First-strand cDNA was synthesized using a TransScript® All-in-One First-Strand cDNA Synthesis SuperMix for qPCR (One-Step gDNA Removal) (AT341-02, TransGen Bio, China). The primers used are shown in Table 1.

**Table 1:** Sequences of the primers in qPCR.

Gene	Primers
Bcl2	FP: TGTGGATGACTGAGTACCTGAACC
	RP: GGTCGCATGCTGGGGCCATATAGT
Bax	FP: AGGCGAATTGGCGATGAACTGG
	RP: CTAGCAAAGTAGAAAAGGGCAACC
Bak	FP: ATGGCATCCGGACAAGGACCA
	RP: CTTGTTCCTGCTGGTGGAGGTAA
Cytc	FP: ATCAGGGTATCCTCTCCCCA
	RP: AGGAGGCAAGCATAAGACTGGA
Caspase-9	FP: ACACCAGAAACACCCAGGC
	RP: GTATGCCATATCTGCATGTCTCT
Caspase-3	FP: GTGGAACTGACGATGATATGGC
	RP: CGCAAAGTGACTGGATGAACC
SOD2	FP: GAGGTCCTGCAGTGGTACAG
	RP: GTGAACAATCTGAACGTCACCG
α-SMA	FP: GCCGCTGAACCCTAAGGCCAAC
	RP: TGAGTCACGCCATCTCCAGAGT
TGF-β	FP: GAGAGCGCTGACCCGGA
	RP: CCCGAATGTCTGACGTATTGAAG
COL3A1	FP: ATTTTGGCACAGCAGTCCAAT
	RP: ACAGATCCCGAGTCGCAGA
COL1A1	FP: CCTCCTGACGCATGGCCAAGAA
	RP: ATAGCACGCCATCGCACACAG
Nppb	FP: CAGCAGCTTCTGCATCGTGGAT
	RP: TTCGGTACCGGAAGCTGTTGCA
GADPH	FP: TGATGGCAACAATGTCCACTTT
	RP: TAGAGACAGCCGCATCTTCTTG

α-SMA, alpha-smooth muscle actin.

### ELISA

Serum of growth stimulation expressed gene 2 (ST2) (ab255716, Abcam, England), NT-proBNP (NBP2-68140, Novus Biologicals, United States), and cTnI (ab246529, Abcam, England) were determined according to the manufacturers’ protocols for the respective kits. The level of cTnI in serum was measured at 24 h after AMI. The level of ST2 and NT-proBNP in serum was measured at 28 d after AMI.

### mRNA library construction and RNA-seq analysis of gene expression

Total RNA extractions of the left ventricles from cardiac tissues of sham group, MI group, and DAPA group (three biological replicates per group) were performed and subjected to RNA-sequencing with HiSeq X ten PE150NovaSeq 6,000 in Shanghai GeneChem Company. Differential expression analysis of two groups was performed using the DESeq2 R package (14). Genes with a *p*-value <0.05 and |log_2_FoldChange| > 1 found by DESeq2 were assigned as differentially expressed. We used the jvenn library to figure out differentially expressed genes (DEGs) overlapping between each two groups (15). DEGs classified by Gene Ontology (GO) enrichment analysis, Reactome pathway enrichment analysis, and Bayesian network plots for enrichment analysis were applied by the clusterProfiler R package, ReactomePA R package, and CBNplot R package (16–18). Enrichment analysis results were visualized using the ggplot2 package as well as the pheatmap package in R software.

### Statistical analyses

All data in this study were used to determine the means and SDs. Student's *t* test was used to assess the differences between two groups. Multigroup comparisons (more than two groups) were performed by one-way analysis of ANOVA, followed by Tukey's multiple-group comparison test or Bonferroni's multiple-group comparison test. The Kaplan–Meier method with a log-rank test was used for survival analysis. Data were analyzed using GraphPad (Prism 8, GraphPad Software, United States) and Images were processed using Adobe Illustrator (2019, Adobe, United States).

## Results

### HF model was induced by ligation of LAD coronary artery

The results of TTC staining showed that the infarct size of the MI group was 39.43% ± 8.84% (Figures 2A,B). As shown in Figure 2C, cTnI in the MI group was substantially higher than that in the Sham operation group. The dynamic ST-segment elevation of the leads (II, V1) and T-wave height, combining with QRS, were observed during the procedure (Figure 2E). On the first postoperative day, ECG showed significant ST segment depression in leads II and appearance of abnormal Q wave in leads V1 within 24 h, which continued until the final sacrifice (Figure 2E). Simultaneously, LVIDs and LV Vols were increased from 1 day after MI surgery (Table 2). The LVAWs, LVFS, and LVEF have significantly changed from 1 day (Table 2 and Figure 2D). Moreover, the LVIDd, LVAWd, and LV Vold of rats were similar between the MI and sham groups at 1 day, suggesting that the cardiac has not yet been remodeled (Table 2).

**Figure 2:**
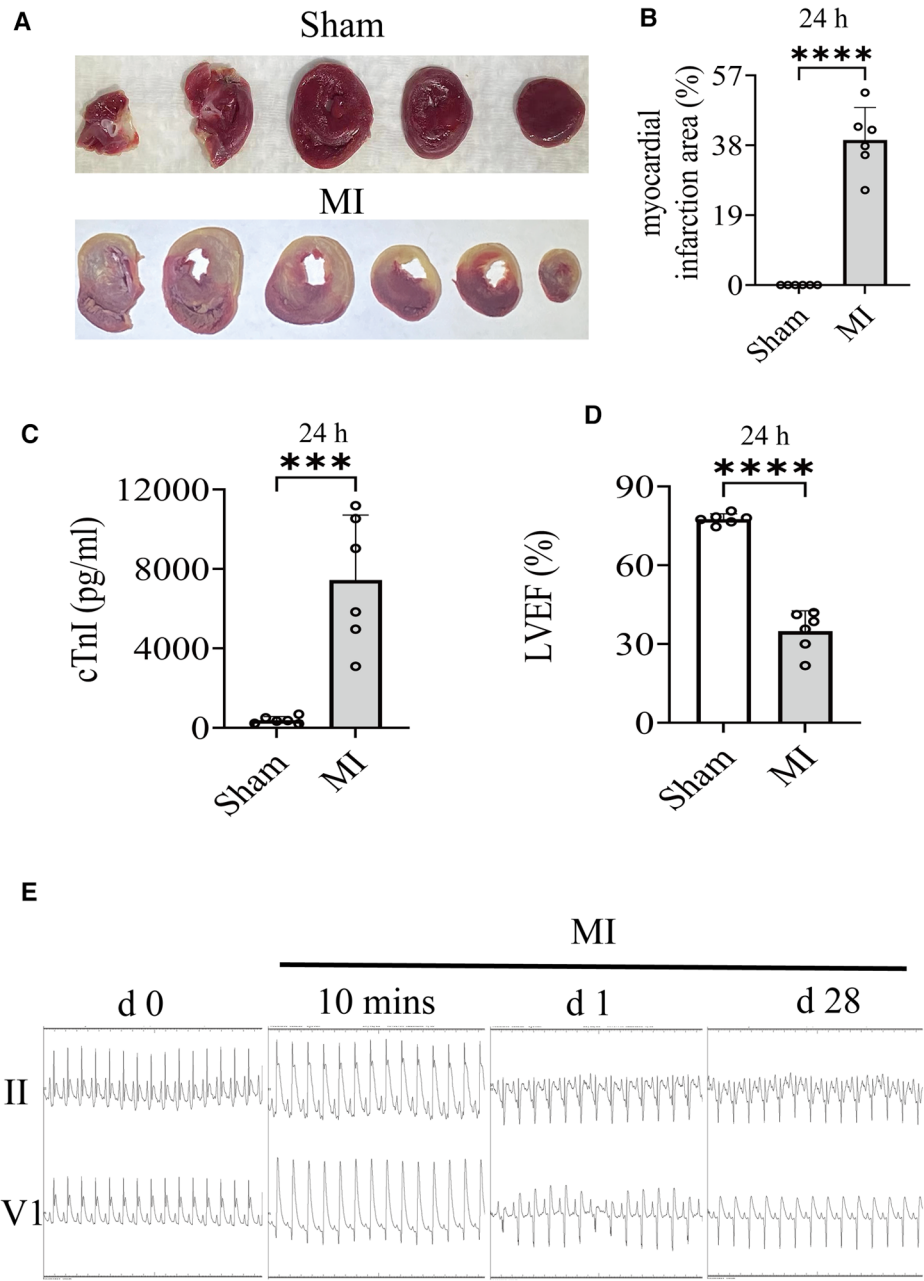
(**A,B**) Images of infarct area determined by TTC stain (24 h) and comparisons of indicated parameters. (**C**) On the first postoperative day (24 h), the level of cTnI in serum was measured. (**D**) On the first postoperative day (24 h), LVEF of rat was quantified by echocardiography. (**E**) Electrocardiogram (Lead II, V1) changes, including QRS, ST-segment, and T-wave changes, have been recorded in the groups. Student's *t* test, *n* = 6 per group. ***p < 0.001; ****p < 0.0001. LVEF, left ventricular ejection fractions; MI, myocardial infarction; TTC, 2,3,5-Triphenyltetrazolium chloride.

**Table 2:** Echocardiography parameters 1 day after MI surgery.

	Day 1	
	Sham	MI
LA (mm)	4.02 ± 0.41	4.78 ± 1.04
LVIDs (mm)	3.33 ± 0.27	5.31 ± 0.50^a^
LVIDd (mm)	6.31 ± 0.56	6.42 ± 0.64
LVAWs (mm)	3.29 ± 0.22	2.04 ± 0.31^a^
LVAWd (mm)	1.96 ± 0.12	2.06 ± 0.42
LV Vols (µl)	45.41 ± 8.82	137.21 ± 28.58^a^
LV Vold (µl)	203.84 ± 41.44	212.26 ± 46.21
LVFS (%)	47.22 ± 2.05	17.18 ± 4.20^a^

LA, left atrial diameter; LVIDs, left ventricular end systole inner diameter; LVIDd, left ventricular end diastolic inner diameter; LVAWs, left ventricular end systole anterior wall thickness; LVAWd, left ventricular end diastolic anterior wall thickness; LV Vols, left ventricular end systole volume; LV Vold, left ventricular end diastolic volume; LVFS, left ventricular fractional shortening; LVEF, left ventricular ejection fractions; MI, myocardial infarction.

Data are presented as the mean ± SEM, Student's *t* test, *n* = 6 per group.

^a^ Compared with Sham group, *p* < 0.05.

### DAPA and/or S/V therapy could attenuate myocardial remodeling and preserve cardiac function after experimental MI in rats

The related parameters analysis demonstrated that infarct and fibrosis size, and ST2 level were lowest in group A, highest in group B, and significantly lower in group F than in groups D and E, but the three groups (groups C–E) did not differ (Figures 3A, 4A,B). It was found that on the first postoperative day, the blood pressure of MI group was lower than that of the Sham group (Figure 3C). There was no significant difference in blood pressure between MI and all drug therapy groups of AMI rats (Figure 3C). Addition of S/V on the first day after AMI significantly affected blood pressure, while DAPA had a less effect on it (Figure 3C). The groups showed less interference with blood pressure but more beneficial in reducing NT-proBNP (Figure 3B). The monotherapy or the sequence of treatments [S/V (1st d) + DAPA (14th d)] limited cardiac remodeling and improved cardiac function, as reflected by higher LVAWs, LVFS, and LVEF, and lower LVIDs and LV Vols (Figures 5A,B). However, DAPA followed by S/V can better improve these ultrasound parameters in post-MI HF (Figures 5A,B).

**Figure 3:**
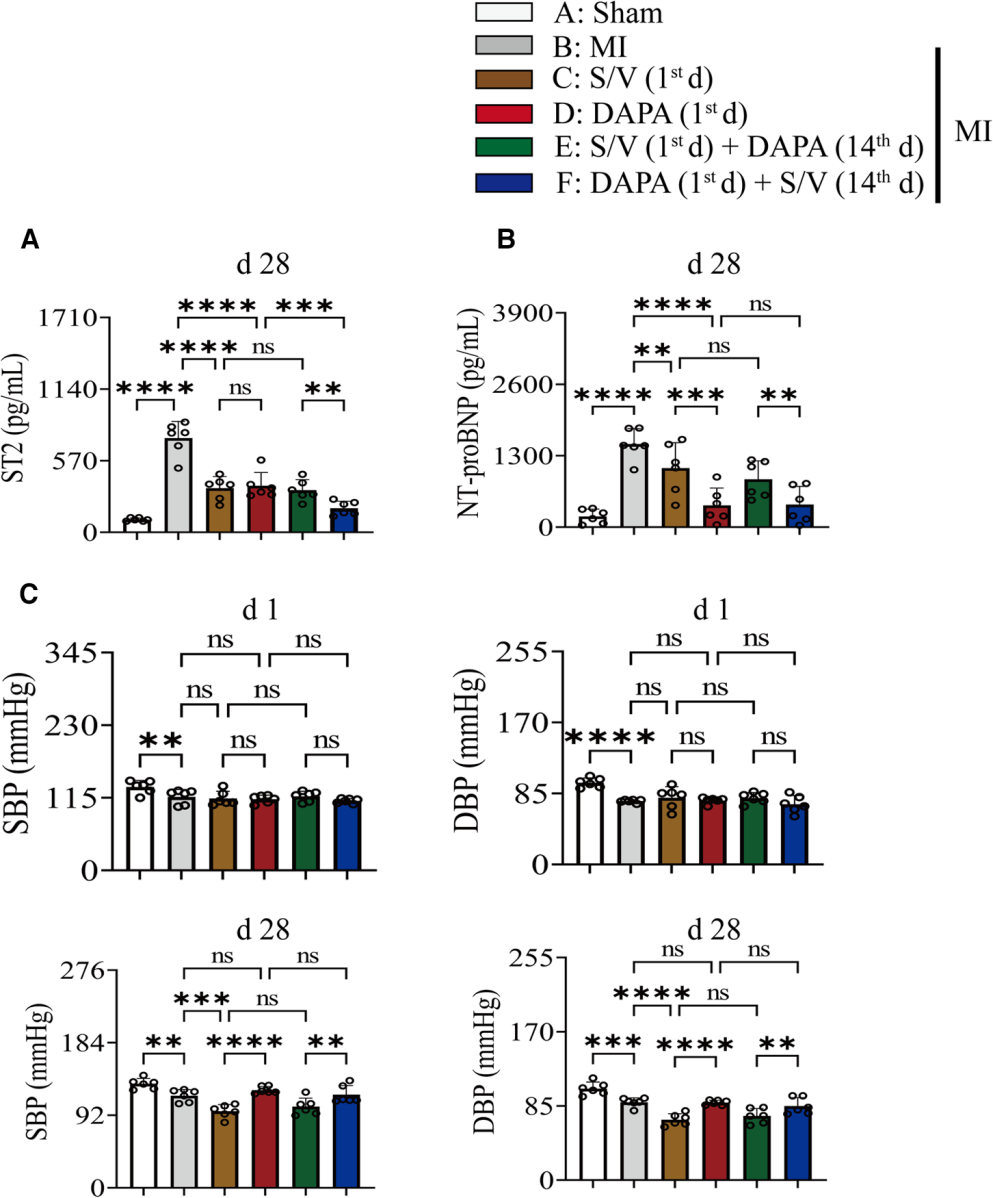
(**A**) On day 28, the level of ST2 in serum was measured. (**B**) On day 28, the level of NT-proBNP in serum was measured. (**C**) Rats SBP and DBP were measured at baseline and after 4 weeks of the postoperative day. One-way ANOVA with Tukey's *post-hoc* test, *n* = 6 per group. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, no significance. A, Sham; B, MI; C, S/V (1st d); D, DAPA (1st d); E, S/V (1st d) + DAPA (14th d); F, DAPA (1st d) + S/V (14th d). S/V, sacubitril-valsartan; DAPA, dapagliflozin; MI, myocardial infarction; 1st, first day of dosing; 14th, day 14 dosing; SBP, systolic blood pressure; DBP, diastolic blood pressure.

**Figure 4:**
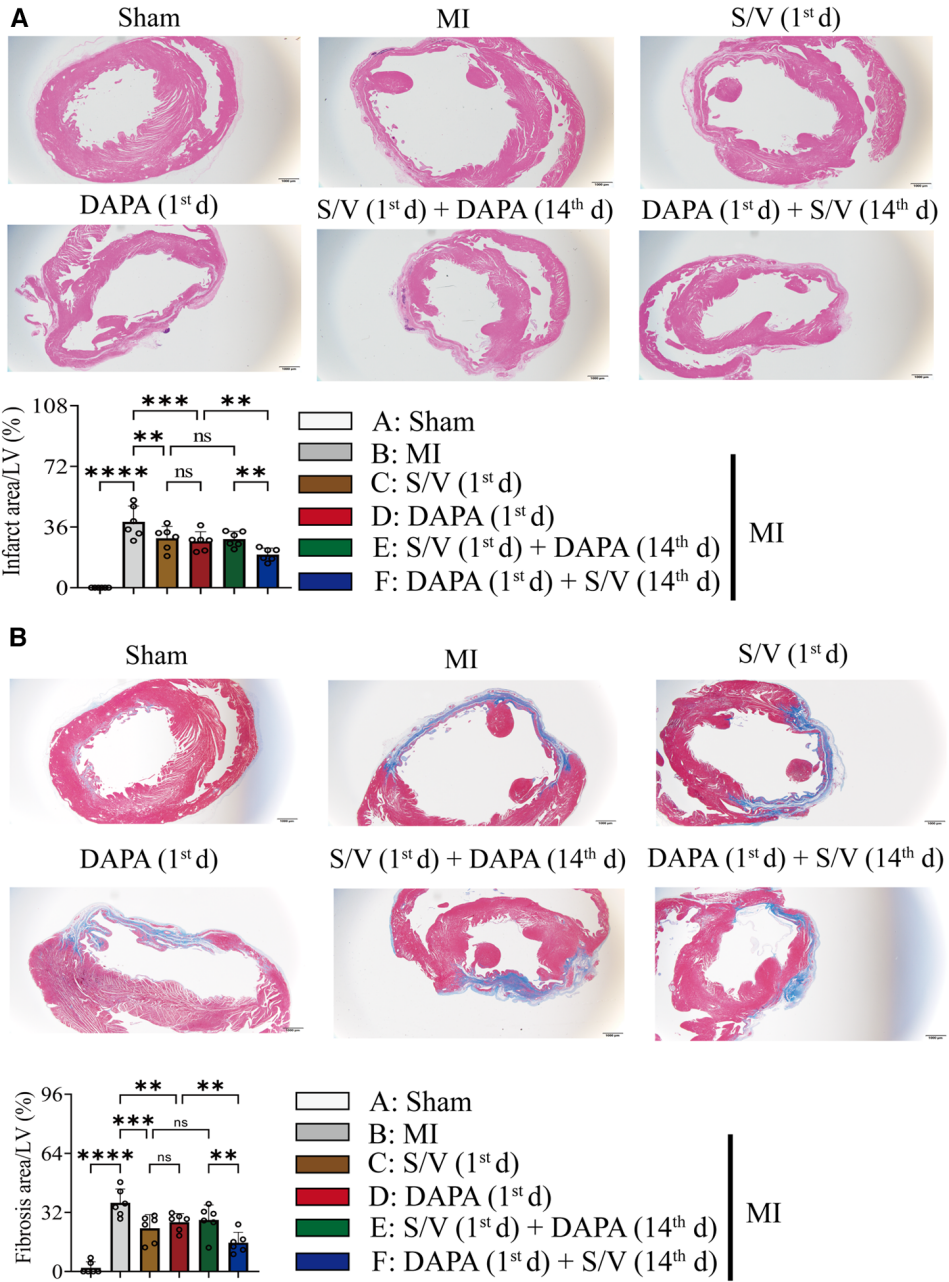
(**A**) Images and comparisons of infarction area; scale bars, 1 mm. (**B**) Images of cardiac fibrosis determined by Masson trichrome stain and comparisons of indicated parameters; scale bars, 1 mm. One-way ANOVA with Tukey's *post-hoc* test, *n* = 6 per group. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, no significance. A, Sham; B, MI; C, S/V (1st d); D, DAPA (1st d); E, S/V (1st d) + DAPA (14th d); F, DAPA (1st d) + S/V (14th d). S/V, sacubitril-valsartan; DAPA, dapagliflozin; MI, myocardial infarction; 1st, first day of dosing; 14th, day 14 dosing.

**Figure 5:**
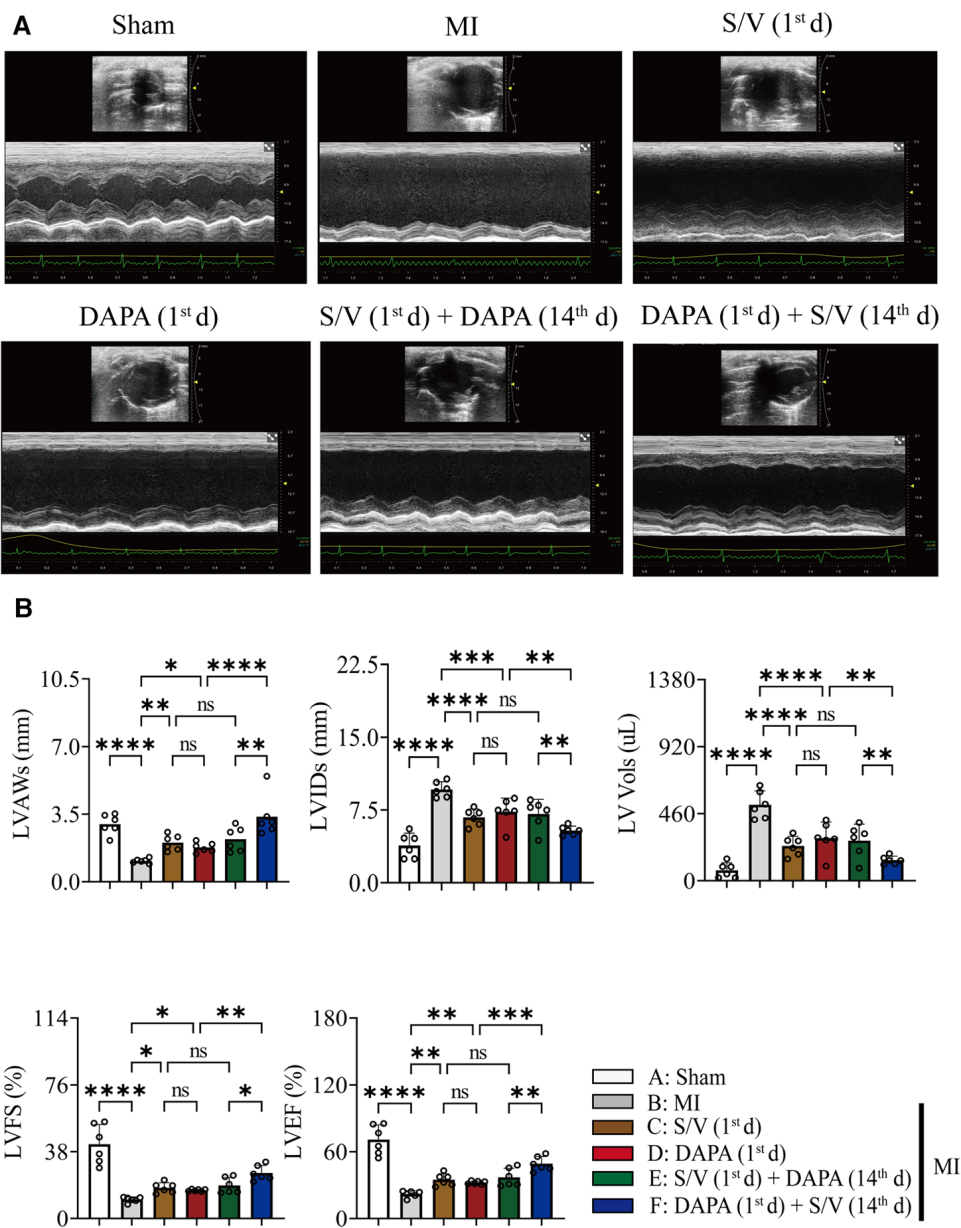
(**A**) Representative echocardiogram obtained from the mid-papillary muscle region of the LV of rats at 28 days after MI. (**B**) Echocardiography parameters 28 days after MI surgery. One-way ANOVA with Tukey's post-test, *n* = 6 per group. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, no significance. A, Sham; B, MI; C, S/V (1st d); D, DAPA (1st d); E, S/V (1st d) + DAPA (14th d); F, DAPA (1st d) + S/V (14th d). LV, left ventricular; LVAWs, left ventricular end systole anterior wall thickness; LVIDs, left ventricular end systole inner diameter; LV Vols, left ventricular end systole volume; LVFS, left ventricular fractional shortening; LVEF, left ventricular ejection fractions; S/V, sacubitril-valsartan; DAPA, dapagliflozin; MI, myocardial infarction; 1st, first day of dosing; 14th, day 14 dosing.

### DAPA and/or S/V therapy could inhibit myocardial hypertrophy after experimental MI in rats

One month after treatment, the heart-to-tibial length ratio was increased after MI, which could be reduced with treatments C–E (Figure 6B). Compared with groups D and E, the heart-to-tibial length ratio was further reduced in group F (Figure 6B). The results of the HE staining are shown in Figure 6A. The structure of the cardiomyocytes in the Sham operation group was normal and orderly, with no pathological changes (Figure 6A). In the MI model group, the cardiomyocyte cross-sectional area increased (Figure 6A). However, in the drug therapy groups (C–F), the area of cardiomyocyte cross-sectional was significantly reduced (Figure 6A). The mRNA level of Nppb was increased after MI, which could be reduced with treatments C–F (Figure 6C). Compared with the D group, Nppb was further reduced by group F (Figure 6C).

**Figure 6:**
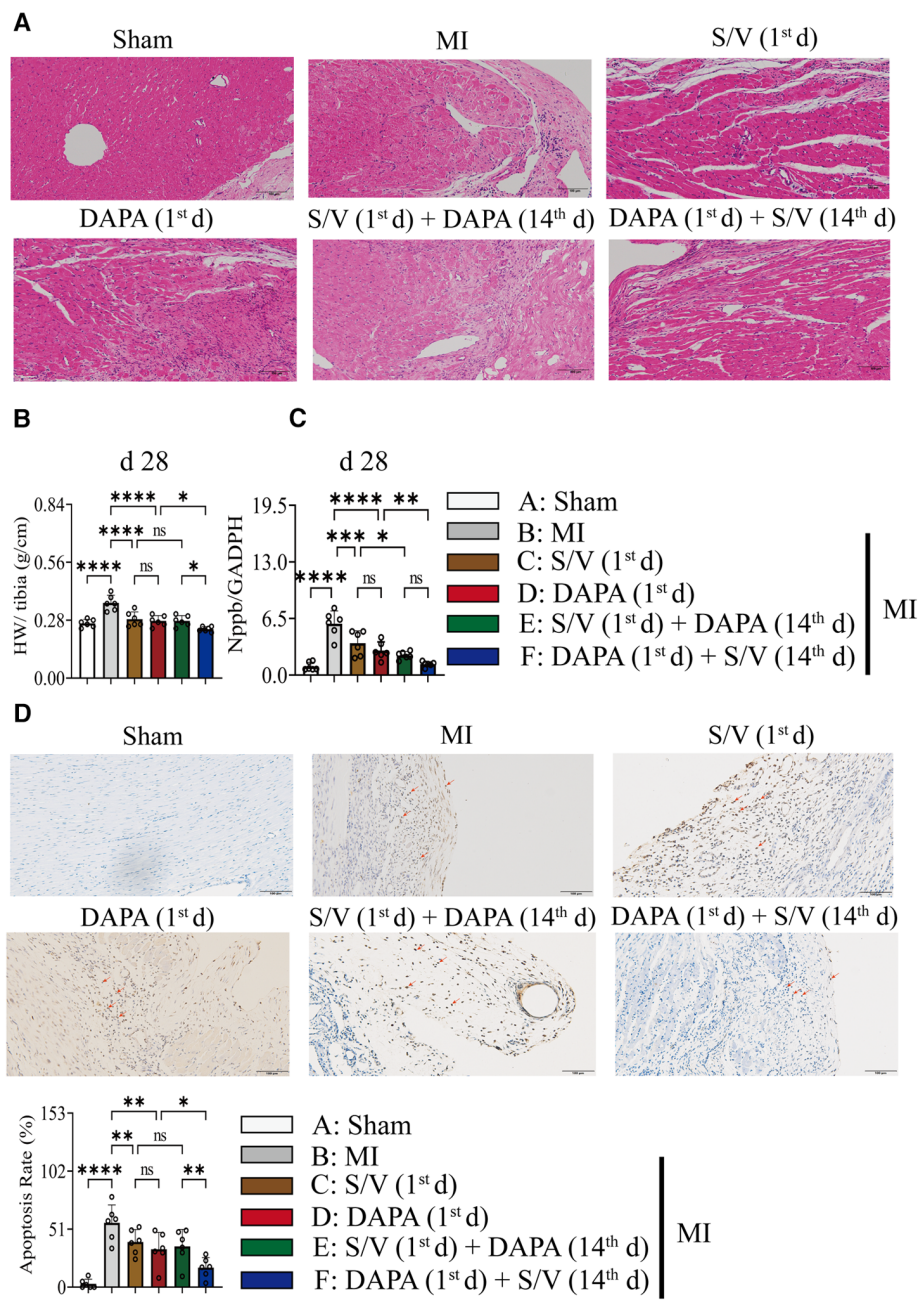
(**A**) The effect of drugs on the pathomorphology of myocardial tissue in rats (HE); scale bars, 100 µm. The observed area was infarct border. (**B**) HW to tibia length ratio. (**C**) Analysis of myocardial Nppb expression by qPCR. (**D**) TUNEL staining of apoptotic cells (red arrow) and quantitation of TUNEL staining in each group. A dark brown signal indicated positive staining; scale bars, 100 µm. One-way ANOVA with Tukey's *post-hoc* test, *n* = 6 per group. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, no significance. A, Sham; B, MI; C, S/V (1st d); D, DAPA (1st d); E, S/V (1st d) + DAPA (14th d); F, DAPA (1st d) + S/V (14th d). S/V, sacubitril-valsartan; DAPA, dapagliflozin; MI, myocardial infarction; 1st, first day of dosing; 14th, day 14 dosing; HW, heart weight; TUNEL, terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling.

### DAPA and/or S/V therapy could inhibit apoptosis in myocardial after experimental MI in rats

Results of TUNEL staining showed that the apoptosis rate of myocardia stimulated with MI was markedly increased, and significantly lowered in group F than in groups D and E. There was no significant difference in the three groups (C–E) (Figure 6D). The protein levels of Bax, Bak, and Caspase-3 can be significantly reduced by DAPA and/or S/V (Figures 7A,B, 8A,B). One month after treatment, the protein levels of Cleaved Caspase-9 and Cleaved Caspase-3 and the mRNA levels of Caspase-9 were increased after MI, which could be reduced with treatments C–E (Figures 8A–C). Compared with D and E groups, the protein levels of Cleaved Caspase-9 and Cleaved Caspase-3 and the mRNA levels of Caspase-9 were further reduced by group F (Figures 8A–C). Additionally, DAPA and/or S/V were also associated with lower protein and mRNA levels of Bak (Figures 7A,B, 8C). The protein levels of Cytc and Caspase-9, as well as the mRNA levels of Bcl2/Bax and Cytc, were similar among the groups (Figures 7A,B, 8A–C).

**Figure 7:**
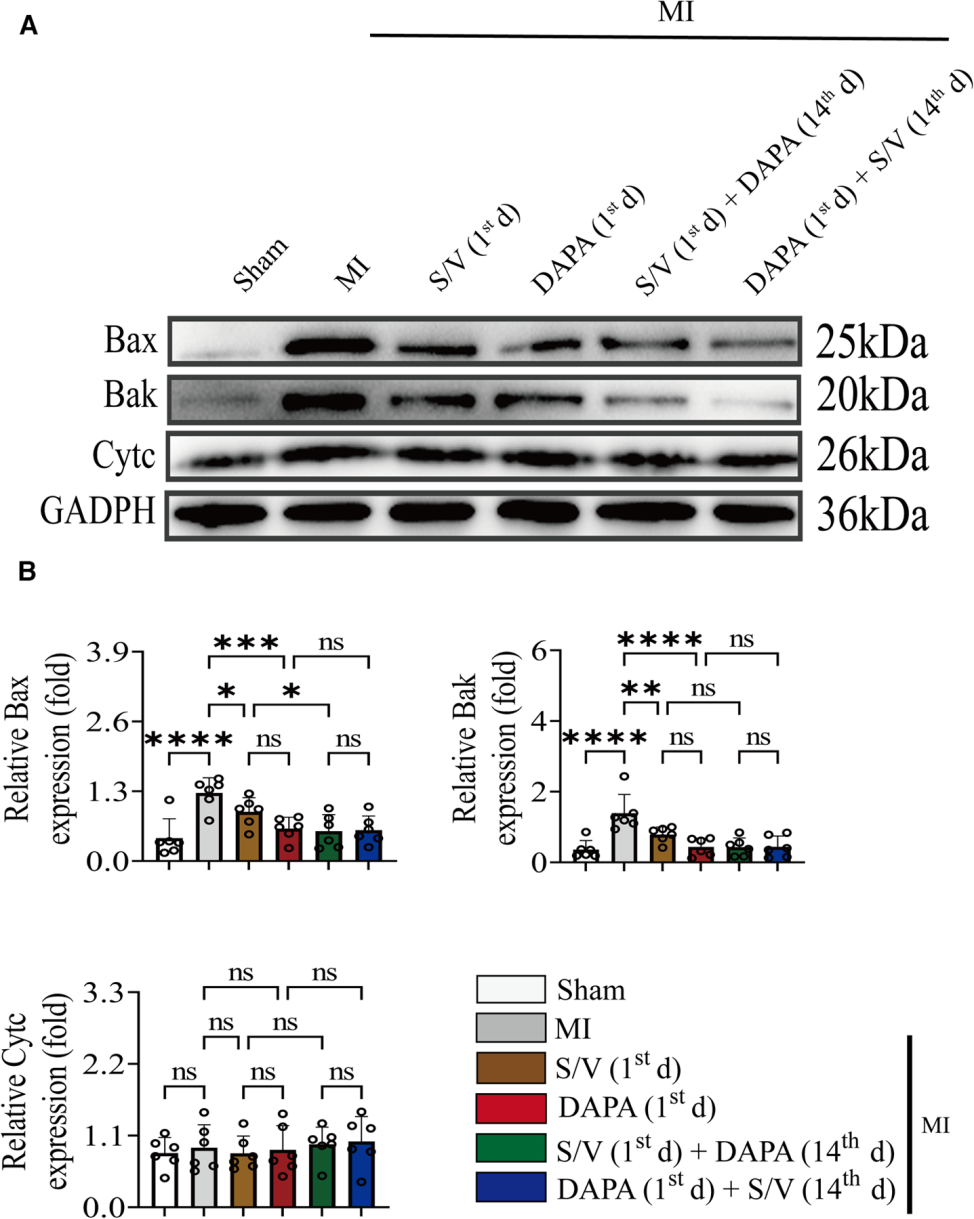
(**A,B**) Western blotting was used to assess the protein levels of Bax, Bak, and Cytc in cardiomyocytes following MI injury or drugs treatment. One-way ANOVA with Tukey's *post-hoc* test, *n* = 6 per group. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, no significance. A, Sham; B, MI; C, S/V (1st d); D, DAPA (1st d); E, S/V (1st d) + DAPA (14th d); F, DAPA (1st d) + S/V (14th d). S/V, sacubitril-valsartan; DAPA, dapagliflozin; MI, myocardial infarction; 1st, first day of dosing; 14th, day 14 dosing.

**Figure 8:**
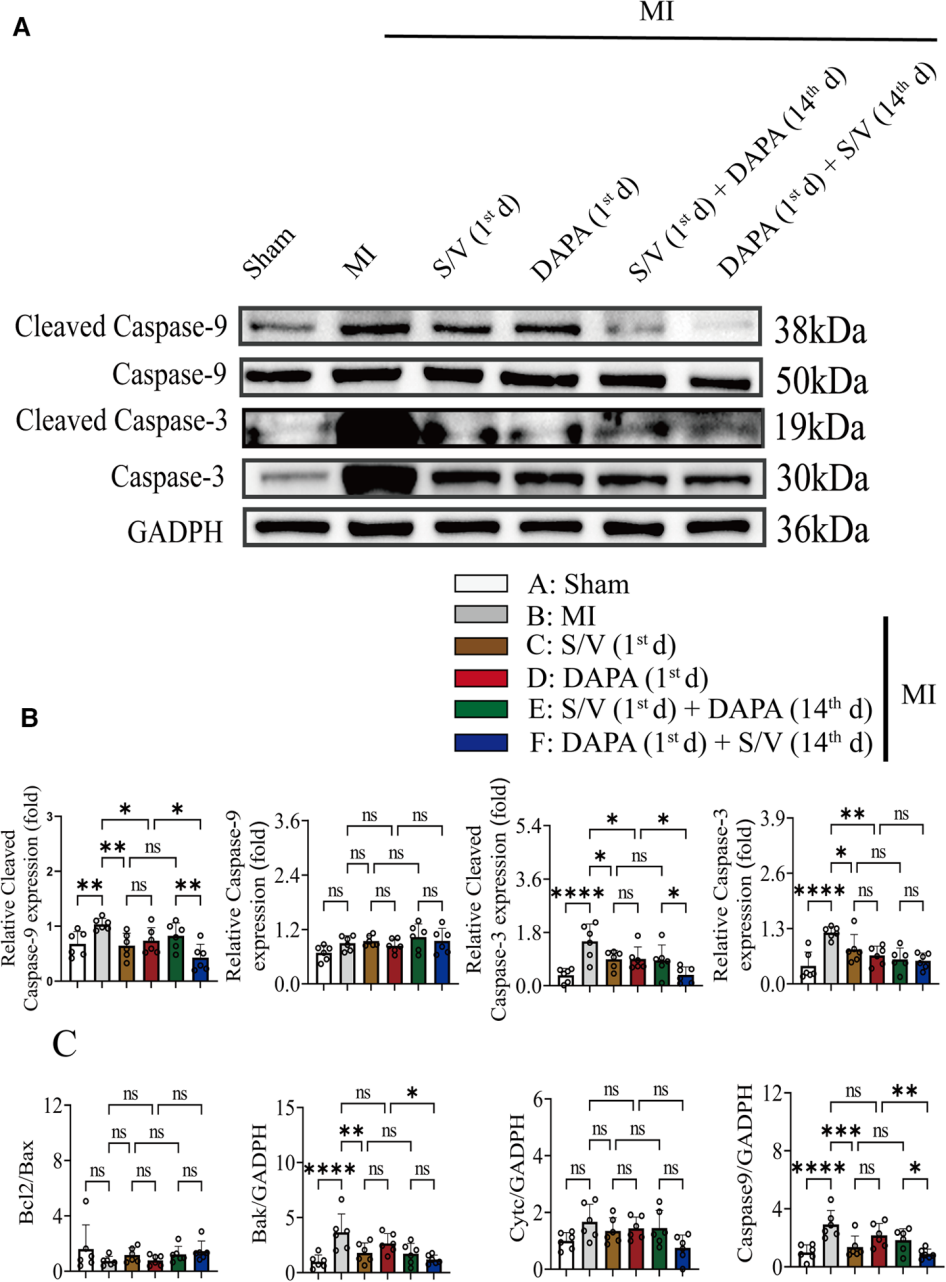
(**A,B**) Western blotting was used to assess the protein levels of Cleave Caspase-9, Caspase-9, Cleaved Caspase-3, and Caspase-3 in cardiomyocytes following MI injury or drugs treatment. (**C**). Analysis of myocardial Bcl2/Bax, Bak, Cytc, and Caspase-7 expression by qPCR. One-way ANOVA with Tukey's *post-hoc* test, *n* = 6 per group. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, no significance. A, Sham; B, MI; C, S/V (1st d); D, DAPA (1st d); E, S/V (1st d) + DAPA (14th d); F, DAPA (1st d) + S/V (14th d). S/V, sacubitril-valsartan; DAPA, dapagliflozin; MI, myocardial infarction; 1st, first day of dosing; 14th, day 14 dosing.

### DAPA and/or S/V therapy could suppress oxidative stress and fibrosis signaling after experimental MI in rats

In addition, Western blotting analysis of protein extraction with an acetyl-SOD2 antibody was suppressed by group F than other groups (Figures 9A,B). The mRNA level of SOD2 was similar among the groups (Figure 9C). Immunohistochemistry of myocardial tissue showed that expression of α-SMA was decreased after groups C–E treatment and significantly abridged after group F therapy, and there were no obvious differences after groups C–E (Figure 9D). The Western blotting analysis demonstrated that COL3A and p-SMAD2 were lowest in group A, highest in group B, and significantly lower in group F than in groups D and E, and there was no significant difference in the three groups (C–E) (Figures 10A,B). The protein level of TGF-β was significantly decreased in group E and F than in the MI and monotherapy groups (Figures 10A,B). The protein expression of COL1A had improvement in group F compared to the other treatment groups (Figures 10A,B). The protein levels of SMAD2 and α-SMA, as well as the mRNA levels of α-SMA and TGF-β, were similar among the treatment groups (Figures 10A–C).

**Figure 9:**
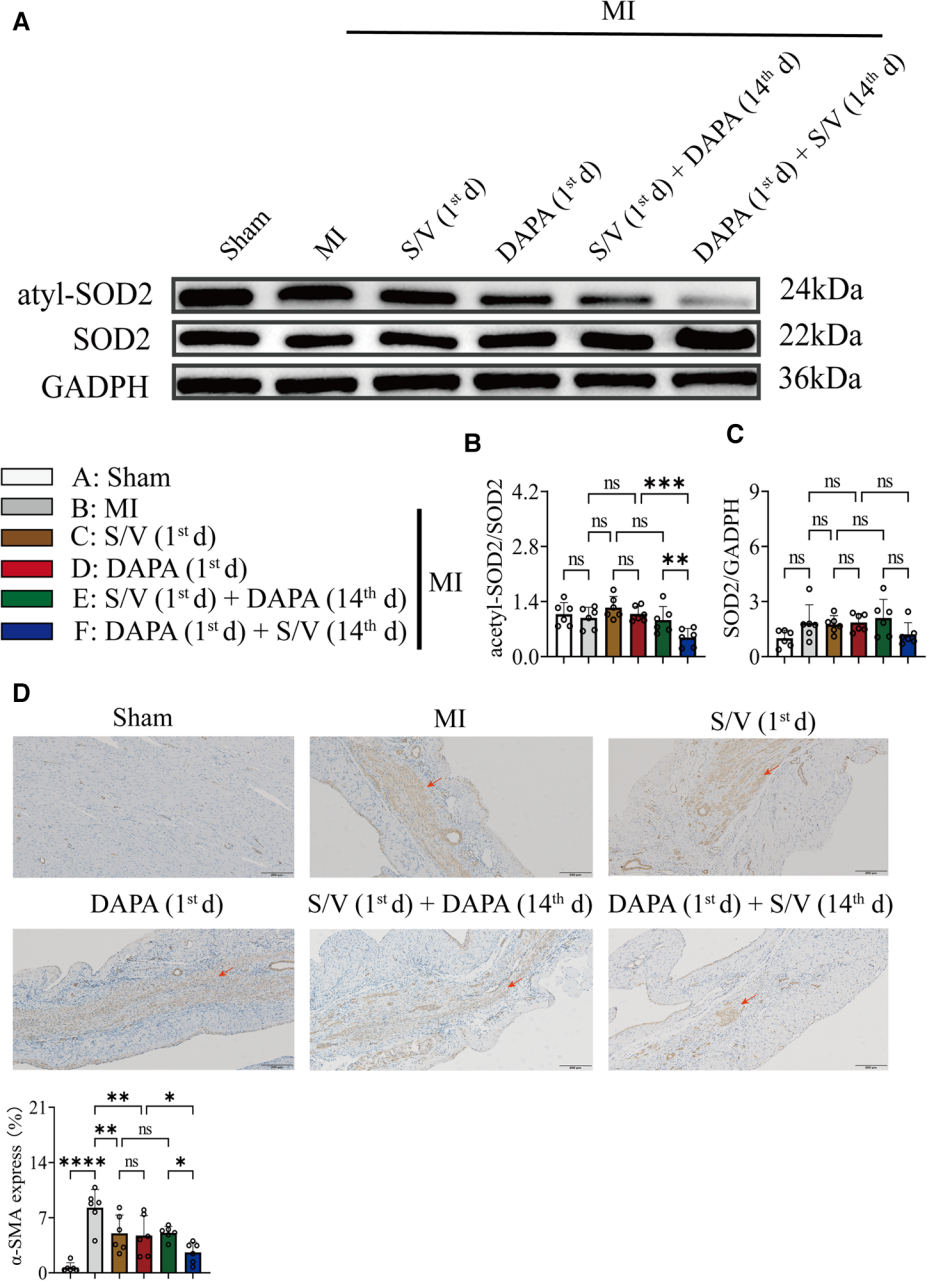
(**A,B**) Western blotting was used to assess the protein levels of acetyl-SOD2 and SOD2 in cardiomyocytes following MI injury or drugs treatment. (**C**) Analysis of myocardial SOD2 expression by qPCR. (**D**). Immunohistochemistry of myocardial tissue showed that expression of α-SMA and quantitation of α-SMA in each group; scale bars, 200 µm. The observed area was infarcted region (a dark brown signal indicates α-SMA-positive area). One-way ANOVA with Tukey's *post-hoc* test, *n* = 6 per group. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, no significance. A, Sham; B, MI; C, S/V (1st d); D, DAPA (1st d); E, S/V (1st d) + DAPA (14th d); F, DAPA (1st d) + S/V (14th d). S/V, sacubitril-valsartan; DAPA, dapagliflozin; MI, myocardial infarction; 1st, first day of dosing; 14th, day 14 dosing; α-SMA, alpha-smooth muscle actin.

**Figure 10:**
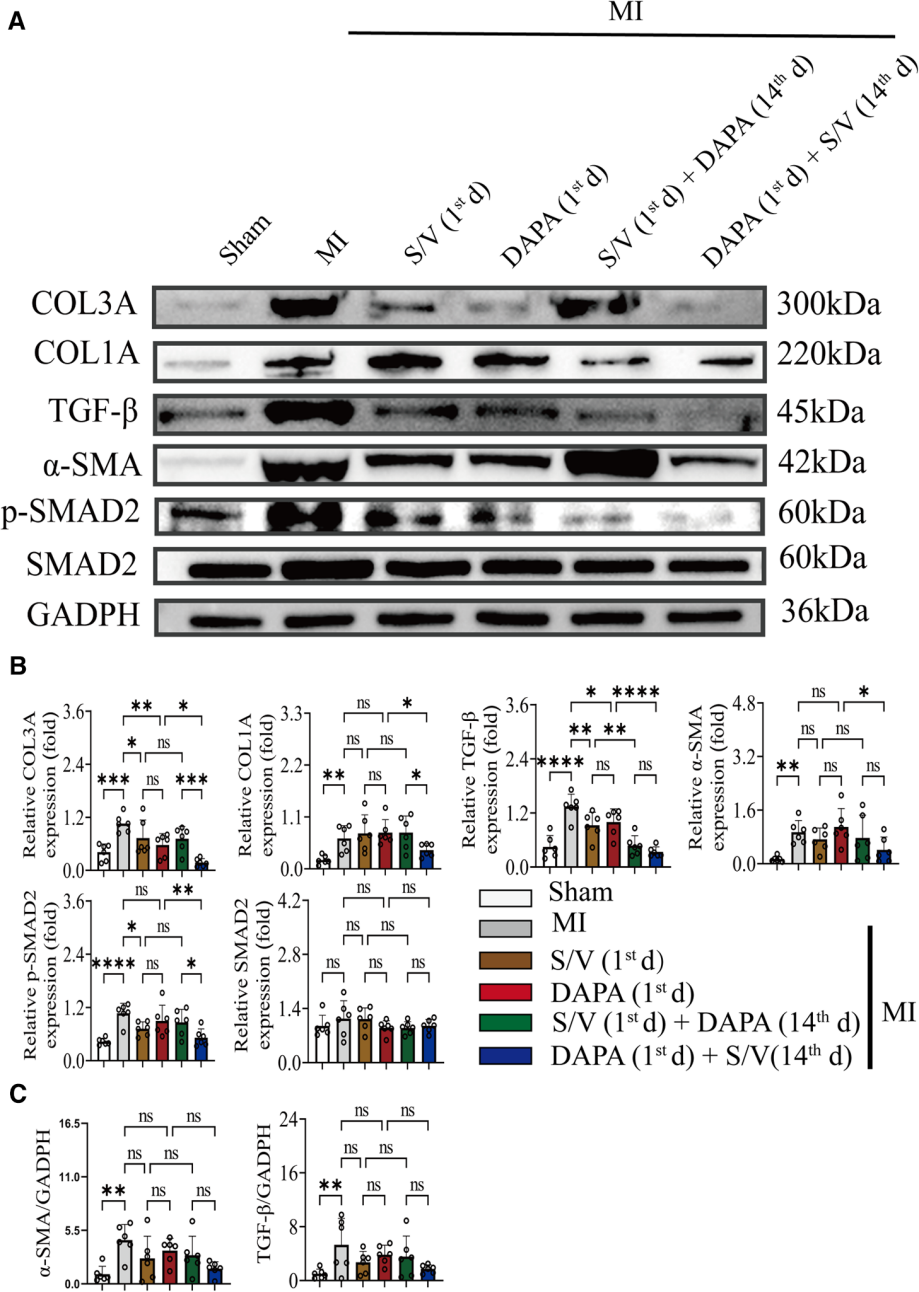
(**A,B**) Western blotting was used to assess the protein levels of COL3A, COL1A, α-SMA, TGF-β, SMAD2, and p-SMAD2 in cardiomyocytes following MI injury or drugs treatment. (**C**) Analysis of myocardial α-SMA and TGF-β expression by qPCR. One-way ANOVA with Tukey's *post-hoc* test, *n* = 6 per group. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; ns, no significance. A, Sham; B, MI; C, S/V (1st d); D, DAPA (1st d); E, S/V (1st d) + DAPA (14th d); F, DAPA (1st d) + S/V (14th d). S/V, sacubitril-valsartan; DAPA, dapagliflozin; MI, myocardial infarction; 1st, first day of dosing; 14th, day 14 dosing; α-SMA, alpha-smooth muscle actin.

### DAPA therapy could suppress inflammation signaling and activate oxidative phosphorylation after experimental MI in rats

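Total RNA from the left ventricles of 3 rats in group Sham, 3 rats in group MI and 3 rats in group MI + DAPA (1st d) was sequenced at day 28, the last group having received DAPA at 1 mg/kg by daily gavage. The authors deposited 1 FPKM value per rat for 35843 genes, of which 12588 were at 0 in all 9 rats. The FPKM values of a gene were whole multiples of the value of 1 read, and whole reads were recovered for 100% of the 18896 genes seen in at least 4 libraries. The recovered reads ranged from 13602012 to 17212095 per rat, with a median of 17098891 in group Sham, 15568091 in group MI and 16147959 in group MI + DAPA (1st d). The smallest share that 3 reads can show was between 1.74e-05% and 2.21e-05% of a library, counting error alone considered. Of the genes of the mitochondrial genome, only the 13 protein-coding ones were counted as mitochondrial reads. They took 61.8% ± 3.37 of the recovered reads in group Sham (SD, n = 3). The share was 13.6% ± 6.04 in group MI and 25.2% ± 7.35 in group MI + DAPA (1st d) (SD, n = 3 each). The difference between group MI and group Sham had a two-sided exact permutation p of 0.1, the smallest that 3 rats against 3 allow, and that between group MI + DAPA (1st d) and group MI had an exact permutation p of 0.2. The library-size denominator of the FPKM values was 0.577 times the recovered reads in group Sham, 1.24 times in group MI and 1.07 times in group MI + DAPA (1st d), so the deposited values already carried a scaling between libraries. Expression was compared on log2(FPKM + 1), a scale that understates the fold change of genes with low values. Genes with an FPKM of at least 1 in at least 3 of the 6 rats compared were tested with limma, with the prior variance following mean expression.

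**Figure D1:**
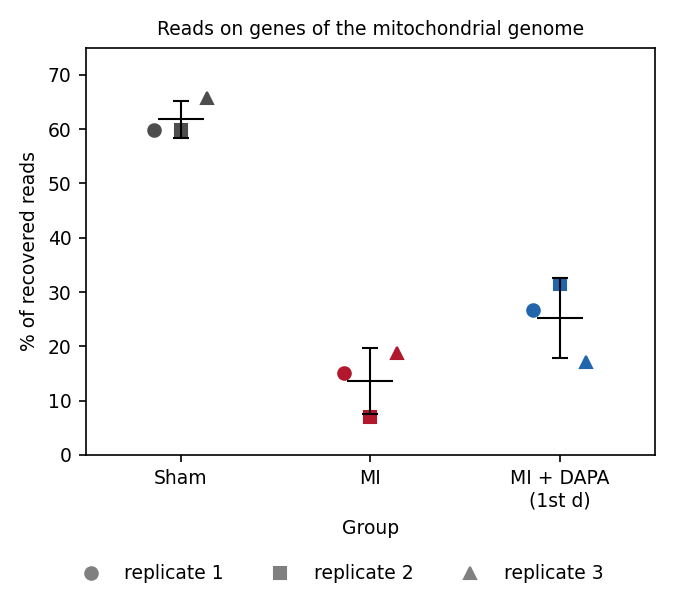
Share of the recovered reads on the 13 protein-coding genes of the mitochondrial genome (%) in each rat, by group. Symbols are single rats, and the horizontal and vertical bars are the mean and the SD (n = 3 rats). The rats of group Sham lie between 59.9% and 65.7%, those of group MI between 6.92% and 18.7%, and those of group MI + DAPA (1st d) between 17.1% and 31.6%.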

To systematically investigate the mechanism of cardiac protection from DAPA, the normal myocardium (group Sham) and infarct myocardium of the MI (group MI) and MI + DAPA (1st d) were analyzed accordingly by RNA-seq technology (GSE229147, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229147). DEGs between each two groups were screened with the criteria of a fold change ≥2 (log_2_FC > 1) and *p*-value <0.05.

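Between group MI and group Sham, limma tested 13485 genes, and 1390 genes were lower and 1634 genes were higher in group MI with an unadjusted limma p under 0.05 and an absolute log2 fold change over 1. With limma p-values adjusted by the Benjamini-Hochberg method in place of unadjusted ones, 1339 of these were lower and 1556 were higher. Between group MI + DAPA (1st d) and group MI, 13251 genes were tested, and 273 genes passed the same criteria, of which 147 were lower and the others were higher in the DAPA-treated rats. None of them passed an adjusted p of 0.05, the smallest value being 0.558 by limma with Benjamini-Hochberg adjustment. At an unadjusted limma p under 0.05 without a fold-change threshold, 608 genes were higher and 517 genes were lower. The 3 DAPA-treated rats and the 3 rats of group MI did not overlap in 1827 of the genes tested, or 13.8%, where chance gives 10%. With single rats left out, the number of higher genes was largest without MI replicate 3, at 408, and smallest without MI replicate 2, at 38. Rats with the same replicate number in groups MI and MI + DAPA (1st d) had a mean correlation of -0.172 in their deviations from the group means, against 0.0858 for rats with different numbers. With the replicate number as a block, 71 genes were higher and 146 genes were lower in the DAPA-treated rats. The labels do not say that same-numbered rats were paired, and the correlation gives no sign of it. The block also takes up degrees of freedom, so counts that fall under it, here and below, do not measure robustness. When the values were scaled to all recovered reads, an alternative chosen after seeing the data, 277 genes were lower and 5918 genes were higher in group MI than in group Sham. That scaling divides by totals that include the mitochondrial reads, and it moved the median log2 fold change of all genes by 0.92. With the protein-coding mitochondrial genome genes left out before rescaling, the median moved by -0.06, and 1524 genes were lower and 1509 higher.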

To find the possible benefits of DAPA, downregulated genes in group MI vs. group Sham, which potentially maintained normal function of cardiomyocyte, were picked up to determine the overlap with upregulated genes in group MI + DAPA (1st d) vs. group MI. According to our analyses, 2,175 genes were significantly downregulated in infarct myocardium, and 197 genes among them were significantly rescued by DAPA treatment (Figure 11A), whereas upregulated genes in group MI vs. group Sham, as the risk genes of post-MI HF, were picked up to determine the overlap with downregulated genes in group MI + DAPA (1st d) vs. group MI. 

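In the deposited FPKM values, 68 genes were both lower in group MI vs. group Sham and higher in group MI + DAPA (1st d) vs. group MI by limma. That is 4.89% of the 1390 genes lower in group MI, of which only 1127 were tested in both comparisons. Another 58 genes were higher with DAPA without being among the genes lower in group MI. Among the 12851 genes tested in both comparisons, 10.4 shared genes would be obtained with independent lists (odds ratio 14.7, two-sided Fisher's exact test, p = 3.77e-41). Both comparisons use the same 3 rats of group MI, so the lists are not independent, and this p does not measure the effect of DAPA. The number of shared genes was 35 with the replicate number as a block, and it ranged from 19 to 185 when single rats were left out in turn. The median log2 fold change of the shared genes was -2.05 in group MI vs. group Sham, and with DAPA the median gene regained 62.8% of its fall. This share is computed on genes chosen for both changes, and over all 1127 genes lower in group MI that were tested in both comparisons the median was 20%. Rpl3l (ENSRNOG00000014641) had an FPKM of 39.3 ± 9.02 in group Sham, 11.6 ± 6.46 in group MI and 38.6 ± 13.4 in group MI + DAPA (1st d) (SD, n = 3 each). Its log2 fold change was -1.77 (standard error 0.35) in group MI vs. group Sham and 1.71 (standard error 0.39) with DAPA. Tuba8 (ENSRNOG00000048169) fell from an FPKM of 40.2 ± 15.7 to 5.73 ± 2.82 and was at 20.0 ± 6.98 with DAPA (SD, n = 3 each). For Cox8b (ENSRNOG00000014656), a complex IV subunit, the FPKM was 2296 ± 810 in group Sham, 272 ± 179 in group MI and 731 ± 289 with DAPA (SD, n = 3 each). In each of these 3 genes every DAPA-treated rat was above every rat of group MI (exact permutation test, p = 0.1, the smallest possible). They were chosen among genes without overlap between these groups, so this separation and its p follow from the choice.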

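In the other direction, 97 genes were higher in group MI vs. group Sham and lower in group MI + DAPA (1st d) vs. group MI by limma, and 50 more were lower with DAPA only. The shared genes made up 5.94% of the 1634 genes higher in group MI, all of which were tested in both comparisons. The 4.89% above has another base, so the 2 shares cannot be compared directly. Independent lists would give 18.4 shared genes (odds ratio 14.7, two-sided Fisher's exact test, p = 1.55e-52), and the rats of group MI again entered both comparisons. Their number was 92 with the replicate number as a block and ranged from 34 to 142 when single rats were left out. The median log2 fold change was 2.29 in group MI vs. group Sham and -1.35 with DAPA, a reversal of 68.9% of the rise for the median of these chosen genes, against 22.7% over all genes higher in group MI. Several shared genes with large falls with DAPA differed widely within group MI, and the following were taken from those without overlap between the rats of both groups. Jchain (ENSRNOG00000003666), which encodes the joining chain of immunoglobulins, had an FPKM of 23.9, 2881 and 503 in MI replicates 1, 2 and 3, while the DAPA-treated rats were at 5.05, 7.39 and 8.87. Its log2 fold change with DAPA was -5.38 (standard error 1.54, adjusted p = 0.558 by limma with the Benjamini-Hochberg method). Ighm (ENSRNOG00000034190), which encodes the heavy chain of immunoglobulin M, had an FPKM of 10.5, 713 and 122 in the rats of group MI and 4.60, 3.11 and 6.04 in the DAPA-treated rats. For AABR07060872.1 (ENSRNOG00000049829), a gene without a symbol, the FPKM was 47.3, 16144 and 2135 in the rats of group MI and between 11.9 and 26.9 in the DAPA-treated rats. In these 3 genes every DAPA-treated rat was below every rat of group MI, as their choice required (exact permutation test, p = 0.1).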

A total of 2,878 genes were significantly upregulated in infarct myocardium, and 421 genes among them were significantly rescued by DAPA treatment (Figure 11B).

**Figure 11:**
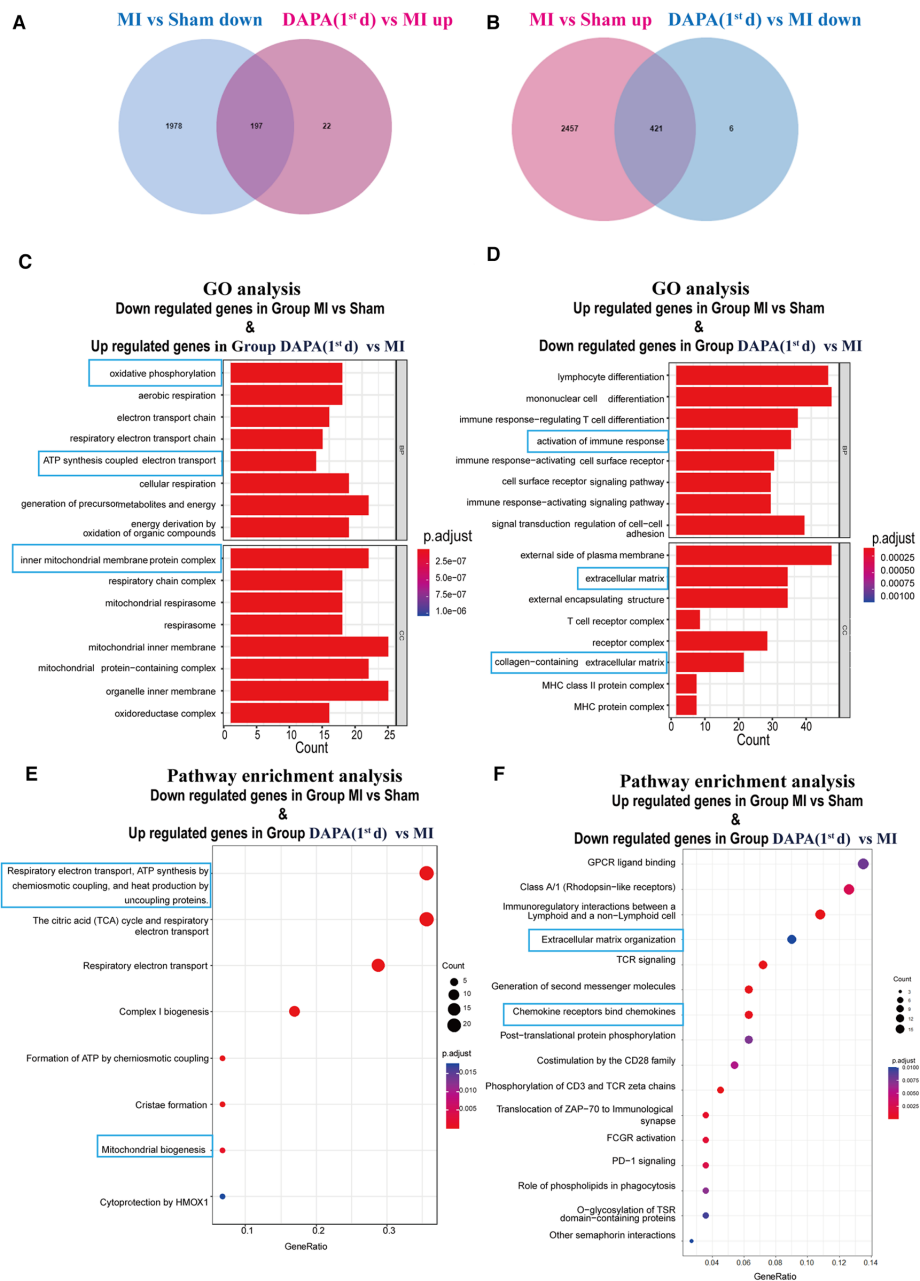
DAPA exerts a protective effect after MI mainly through activation of OXPHOS. (**A**) DEGs overlapping between genes which are downregulated in group MI vs. group Sham and genes which are upregulated in group DAPA (1st d) vs. group MI. (**B**) DEGs overlapping between genes which are upregulated in group MI vs. group Sham and genes which are downregulated in group DAPA(1st d) vs. group MI. (**C,E**) Bar chart and bubble chart, respectively, show GO (BP, biological processes; CC, cellular components) and Reactome pathways enriched in DEGs overlapping between genes which are downregulated in group MI vs. group Sham and genes which are upregulated in group DAPA(1st d) vs. group MI. (**D,F**) Bar chart and bubble chart, respectively, show GO and Reactome pathways enriched in DEGs overlapping between genes which are upregulated in group MI vs. group Sham and genes which are downregulated in group DAPA(1st d) vs. group MI. DAPA, dapagliflozin; MI, myocardial infarction; 1st, first day of dosing; OXPHOS, oxidative phosphorylation; DEGs, differentially expressed genes; GO, Gene Ontology.

To identify the key pathways reversed by DAPA treatment in MI, we further performed GO and pathway analyses. 

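OXPHOS was examined through 83 nuclear genes for subunits of the respiratory complexes and the ATP synthase, of which 80 were found in the files and 77 were tested in group MI + DAPA (1st d) vs. group MI. Of these, 76 had a positive log2 fold change, 54 had a limma p under 0.05 and 25 were also over the fold-change threshold (two-sided Fisher's exact test against all genes tested, p = 1.79e-32). The mean log2(FPKM + 1) of the subunits was 7.91 ± 0.21 in group Sham, 7.14 ± 0.59 in group MI and 8.04 ± 0.40 in group MI + DAPA (1st d) (SD, n = 3 each). The mean log2 fold change was -0.77 in group MI vs. group Sham (exact permutation test over rats, p = 0.1) and 0.91 with DAPA (exact permutation test, p = 0.2). The rank of the subunits among all genes was tested with limma's camera, which gave p = 2.92e-31 at an inter-gene correlation of 0.01 and p = 0.137 when the correlation was estimated from the data. With the replicate number as a block, the camera p was 3.7e-28, and 7 subunits had a limma p under 0.05. The mean log2 fold change stayed between 0.59 and 1.17 when single rats were left out. MI replicate 2 had the lowest value of all 9 rats in 67 of the 80 subunits. By complex, the mean log2 fold change with DAPA was 0.72 for complex II, 0.87 for complex IV and 0.90 for complex V. The 13 protein-coding genes of the mitochondrial genome had a mean log2 fold change of 1.18 with DAPA (exact permutation test, p = 0.2). A set of 28 cardiomyocyte marker genes that are not mitochondrial rose by a mean log2 fold change of 1.06 with DAPA (exact permutation test, p = 0.2). The OXPHOS mean minus the cardiomyocyte marker mean differed between the 2 groups by -0.15 (exact permutation test, p = 0.7).

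**Figure D2:**
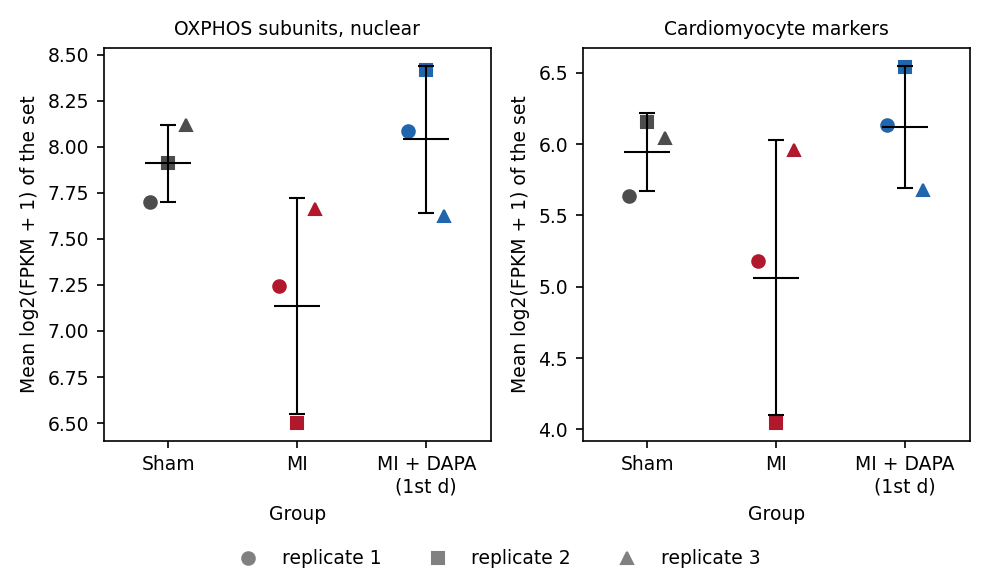
Mean log2(FPKM + 1) of the 77 nuclear OXPHOS subunits (left) and of the 28 cardiomyocyte markers (right) in each rat, by group. Symbols are single rats, and the horizontal and vertical bars are the mean and the SD (n = 3 rats). MI replicate 2 is lowest in both panels, at 6.50 and 4.05, and MI replicate 3 lies above DAPA replicate 3 in both.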

GO analysis suggested that biological processes (BP) such as oxidative phosphorylation (OXPHOS) and adenosine triphosphate (ATP) synthesis coupled electron transport, as well as the mitochondrial inner membrane as cellular components (CC) were strongly enhanced by DAPA treatment in MI (Figure 11C). Furthermore, activation of immune response and collagen-containing extracellular were attenuated by DAPA, in accord with the improvement of inflammation and fibrosis under DAPA treatment (Figure 11D).

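The expression of collagens and extracellular matrix genes was followed in 55 tested genes. Their mean log2 fold change was 2.57 in group MI vs. group Sham (exact permutation test, p = 0.1) and -0.42 in group MI + DAPA (1st d) vs. group MI (exact permutation test, p = 0.3). With DAPA, 8 of them had a limma p under 0.05, and 2 also fell by more than the fold-change threshold. The camera p of limma was 7.76e-08 at the fixed inter-gene correlation, 0.236 with the correlation estimated, and 3.75e-08 with the replicate block. The mean log2 fold change ranged from -0.64 to -0.23 when single rats were left out. Fibroblast markers that are not matrix genes changed by -0.31, and the matrix mean minus the fibroblast marker mean differed by -0.11 (exact permutation test, p = 0.8). Col1a1 (ENSRNOG00000003897) had an FPKM of 25.7 ± 20.2 in group Sham, 1019 ± 372 in group MI and 452 ± 145 with DAPA (SD, n = 3 each), a log2 fold change of -1.15 with DAPA (exact permutation test, p = 0.1). For T cell receptor signalling and costimulation, 29 genes were tested, and their mean log2 fold change with DAPA was -0.88 (exact permutation test, p = 0.2). The camera p was 3.21e-08 at the fixed correlation, 0.254 with the correlation estimated and 2.1e-10 with the replicate block, and 5 of the genes were past both thresholds. This mean was -0.39 without MI replicate 2. Cd3e (ENSRNOG00000016069) was at 1.69, 19.5 and 4.70 FPKM in MI replicates 1, 2 and 3 and at 0.404, 1.29 and 1.11 FPKM in the DAPA-treated rats. The 10 tested MHC class II genes had a mean log2 fold change of -1.18, and all 3 DAPA-treated rats were below all rats of group MI (exact permutation test, p = 0.1), with a camera p of 8.45e-10 at the fixed correlation and 0.0479 with the correlation estimated.

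**Figure D3:**
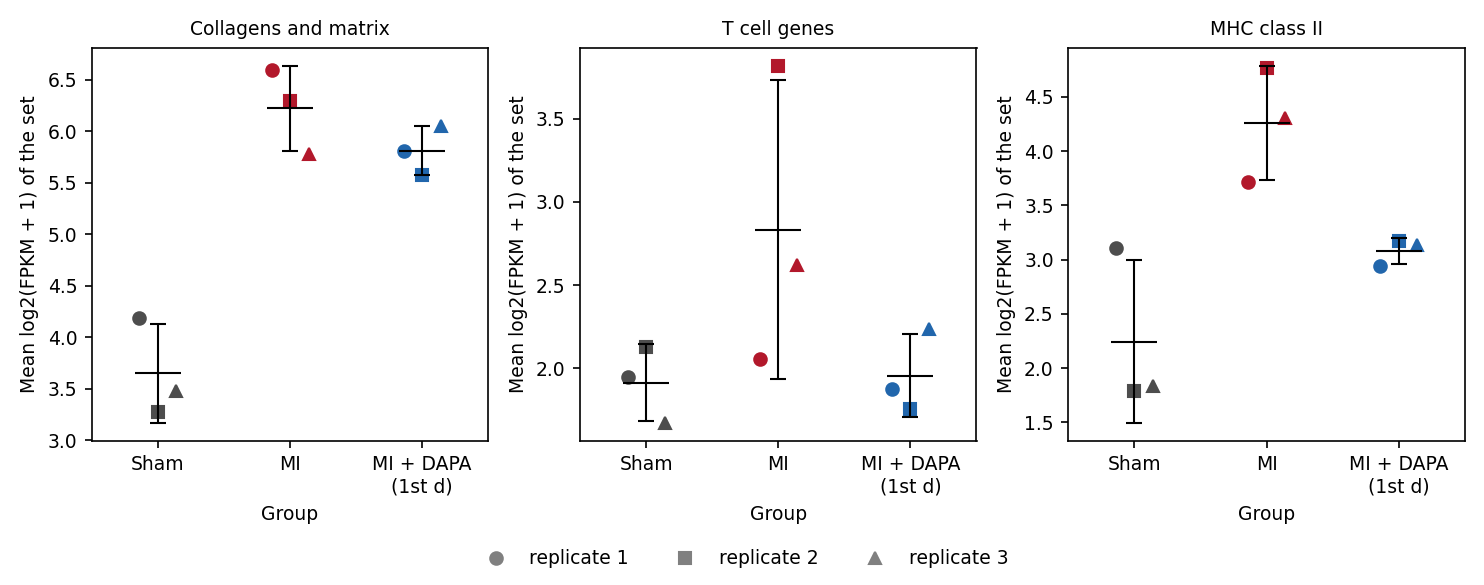
Mean log2(FPKM + 1) of the matrix genes (left), the T cell genes (middle) and the MHC class II genes (right) in each rat, by group. Symbols are single rats, and the horizontal and vertical bars are the mean and the SD (n = 3 rats). In the T cell panel, MI replicate 2 is highest at 3.82, and in the MHC class II panel the DAPA-treated rats lie between 2.95 and 3.17.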

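All 18 genes listed for the TCA cycle were tested, and 17 had a positive log2 fold change in group MI + DAPA (1st d) vs. group MI, with a mean of 0.57 (exact permutation test, p = 0.2). The camera p of limma was 2.1e-07 at the fixed inter-gene correlation, 0.2 with the correlation estimated and 8.61e-07 with the replicate block. A single gene, Idh2, was past both thresholds, and 3 had a limma p under 0.05, against 0 with the replicate number as a block. In group MI vs. group Sham the mean log2 fold change of the TCA cycle genes was 0.08 (exact permutation test, p = 0.8). Suclg1 (ENSRNOG00000005587) had an FPKM of 49.1 ± 13.3 in group MI and 89.3 ± 28.7 with DAPA (SD, n = 3 each), a log2 fold change of 0.84 (exact permutation test, p = 0.2). Regulators of mitochondrial biogenesis had a mean log2 fold change of 0.24 over 16 tested genes (exact permutation test, p = 0.2), and 12 of them were raised. Their camera p was 0.0109 at the fixed correlation, 0.12 with the correlation estimated and 0.0137 with the replicate block. Perm1 (ENSRNOG00000020244), named after its values were seen, was the only one past both thresholds, at 1.03 (standard error 0.38). Ppargc1a (ENSRNOG00000004473), also chosen after its values were seen, did not pass the filter on low values, with 0.303, 0.269 and 0.457 FPKM in the rats of group MI and 0.421, 0.955 and 0.444 FPKM in the DAPA-treated rats. Chemokines and their receptors had a mean log2 fold change of -0.37 with DAPA over 30 genes (exact permutation test, p = 0.4). Their camera p-values were 0.00905, 0.381 and 0.00132 in the same order. Macrophage markers had a mean of -0.68 over 18 genes, with no overlap between the rats of both groups (exact permutation test, p = 0.1). For these the camera p-values were 3.29e-08, 0.15 and 2.9e-08.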

By visualizing the clustered KEGG pathway results, we found that pathways related to the citric acid (TCA) cycle and respiratory electron transport and mitochondrial biogenesis were significantly upregulated by DAPA (Figure 11E), while pathways related to inflammation and fibrosis were downregulated by DAPA in MI (Figure 11F). During MI, mitochondria are central to mediating the damage that underlies myocardial injury (19). In adult cardiomyocytes, mitochondria are the major cellular powerhouse and produce over 95% of the cell's energy in the form of ATP (20). Energy in the form of ATP is generated mainly in mitochondria by the OXPHOS process, in which electrons produced by the TCA cycle are transferred down the mitochondrial respiratory complexes (21). Mitochondria have evolved to control a diverse number of processes including cellular energy production, inflammation, fibrosis, and apoptosis (19, 22–24). During myocardial injury, multiple signaling pathways can stimulate mitochondria to increase ATP production to compensate for the rapid loss of energy (25). A transmission electron microscope (TEM) was used to observe the morphological features of mitochondria. In the sham group, these mitochondria were generally seen individually and appeared to have intact membranes and cristae (Figure 12A). Ultrastructural alterations of the mitochondria observed in the MI group were as follows: extensive mitochondrial cristae breakdown, highly swollen mitochondria that had lost all their cristae, and rupture of the mitochondrial membrane (Figure 12A), but DAPA treatment had significantly changed these alterations (Figure 12A).

**Figure 12:**
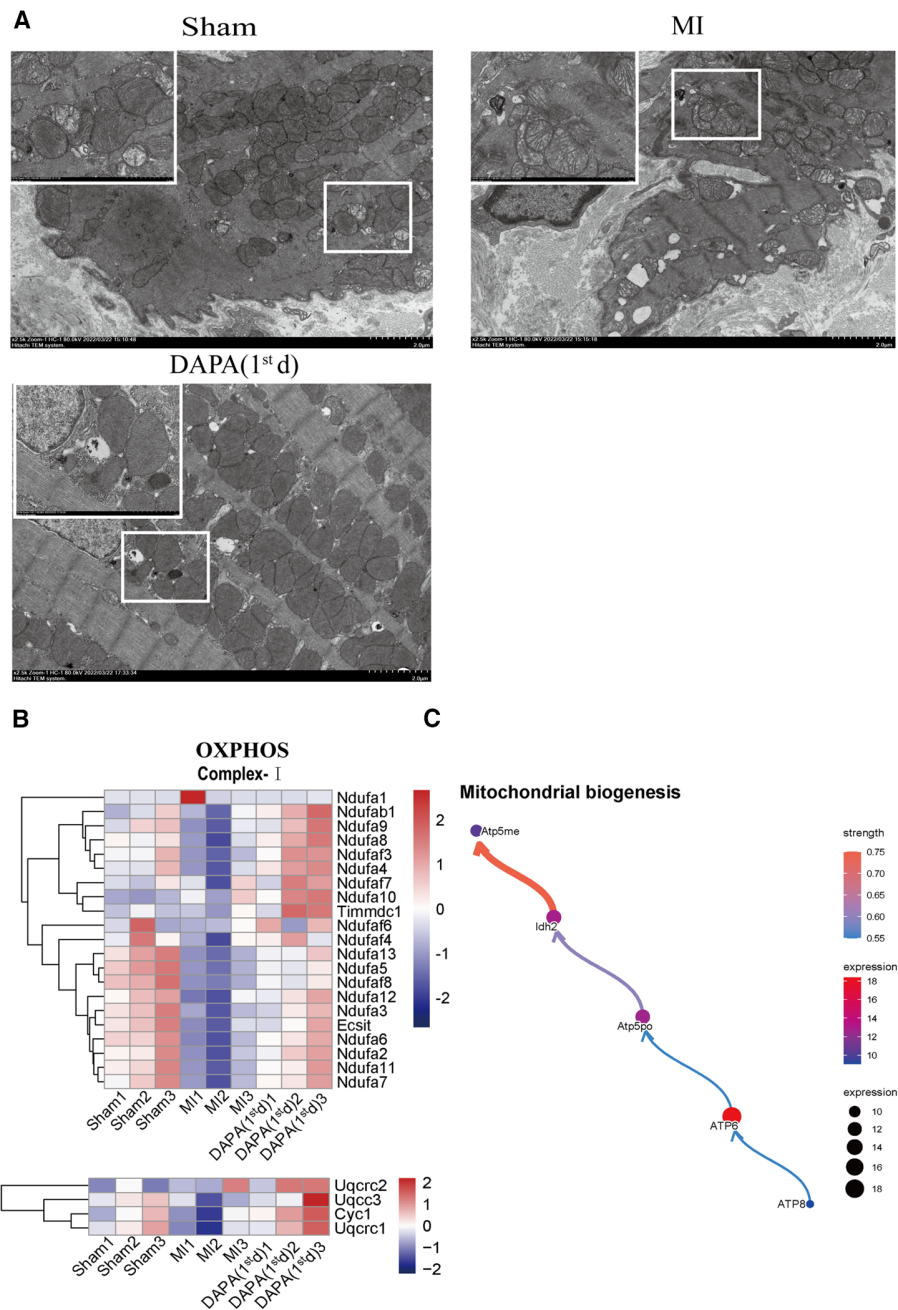
DAPA upregulates mitochondrial biogenesis and improves OXPHOS complexes mitochondrial integrity. (**A**) Transmission electron micrograph of the myocardium; scale bars, 2 or 1 μm. The observed area was infarct border. (**B**) Relative transcriptional abundance of mitochondrial OXPHOS Complex subunits in normal myocardium (group Sham), infarct myocardium of the MI (group MI) vs. group DAPA (1st d). (**C**) CBNplot shows relationships between mitochondrial biogenesis related genes. DAPA, dapagliflozin; MI, myocardial infarction; 1st, first day of dosing; OXPHOS, oxidative phosphorylation.

Therefore, gene expression profiles related to OXPHOS complex subunits among the normal myocardium (group Sham) and infarct myocardium of the MI (group MI) and MI + group DAPA (1st d) were extracted and analyzed from RNA-seq data (Figure 12B). 

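The complex I and complex III genes of Fig. 12B, with Ndufaf2 from the text, are 26 genes, and each was tested. In group MI + DAPA (1st d) vs. group MI all 26 had a positive log2 fold change, from 0.17 to 1.21 with a median of 0.90. With the replicate number as a block, 3 had a limma p under 0.05, though the numbers are not known to pair rats. Without the block, 16 had a limma p under 0.05. Only Ndufa11, Ndufab1, Ndufa4 and Ndufa5 were also over the fold-change threshold. The smallest limma p adjusted by the Benjamini-Hochberg method over these genes alone was 0.0693, with 0 genes under 0.05 either over the list or over all genes. In 9 of the genes the DAPA-treated rats did not overlap with the rats of group MI, where chance gives 10% of genes. In group MI vs. group Sham 23 were lower, 16 of these with a limma p under 0.05. MI replicate 2 had the lowest value of the 9 rats in 23 of the 26 genes. Ndufa5 (ENSRNOG00000005698) had an FPKM of 707 ± 116 in group Sham, 179 ± 75.8 in group MI and 386 ± 104 with DAPA (SD, n = 3 each), a log2 fold change of 1.17 with DAPA (exact permutation test, p = 0.1). For Ndufa4 (ENSRNOG00000005512) the FPKM was 475 ± 122, 263 ± 127 and 586 ± 195 in the same order (SD, n = 3 each), and the log2 fold change with DAPA was 1.21 (exact permutation test, p = 0.2). Ndufab1 (ENSRNOG00000018129) had a log2 fold change of 1.08 (exact permutation test, p = 0.2). Ndufa1 (ENSRNOG00000040005) was at 53.9, 0.266 and 2.45 FPKM in MI replicates 1, 2 and 3, and its log2 fold change of 0.17 (standard error 1.38) turned to -0.98 without MI replicate 2.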

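Ndufa7, Ndufa11, Ndufaf2, Ndufaf6, Ecsit, Uqcrc1, Cyc1, Uqcc3 and Uqcrc2 were each higher on average in group MI + DAPA (1st d) than in group MI, and Ndufa7, Ndufa11, Uqcrc1 and Cyc1, 4 of the 9, had a limma p under 0.05, against 0 of the 9 with the replicate number as a block. Ndufa11 (ENSRNOG00000048320) had an FPKM of 427 ± 89.3 in group Sham, 180 ± 63.4 in group MI and 362 ± 127 with DAPA (SD, n = 3 each). Its log2 fold change with DAPA was 1.01 (standard error 0.37; exact permutation test, p = 0.1), and it was 0.70 to 1.28 with single rats left out. Ndufa7 (ENSRNOG00000006939) had an FPKM of 277 ± 59.9 in group Sham and 132 ± 45.3 in group MI (SD, n = 3 each), was between 171 and 321 FPKM in the DAPA-treated rats, and had a log2 fold change of 0.92 (standard error 0.34; exact permutation test, p = 0.1). In Ndufa11 the lowest treated rat, DAPA replicate 3, was at 238 FPKM and the highest rat of group MI, replicate 3, at 237 FPKM. Uqcrc1 (ENSRNOG00000032134) and Cyc1 (ENSRNOG00000012457) had log2 fold changes of 0.91 and 0.99 (exact permutation test, p = 0.2 for each), and in both DAPA replicate 3 was below MI replicate 3. The assembly factors Ndufaf2 (ENSRNOG00000055079) and Ecsit (ENSRNOG00000014128) changed by 0.58 and 0.72, and Uqcc3 (ENSRNOG00000045561) by 0.41 (exact permutation test, p = 0.2 for each). Uqcrc2 (ENSRNOG00000036742) had an FPKM of 44.2 ± 13.7, 60.6 ± 25.2 and 82.3 ± 16.9 in groups Sham, MI and MI + DAPA (1st d) (SD, n = 3 each), a log2 fold change of 0.49 with DAPA (exact permutation test, p = 0.2). Ndufaf6 (ENSRNOG00000040040) changed by 0.23 (exact permutation test, p = 0.7), and by -0.17 without DAPA replicate 2. Over all 36 tested complex I subunits the mean log2 fold change was 0.93, with no overlap between the rats of both groups (exact permutation test, p = 0.1), and 29 subunits had a limma p under 0.05, or 5 with the replicate block. The camera p was 7.07e-21 at the fixed inter-gene correlation, 0.129 with the correlation estimated and 8.54e-19 with the replicate block. Over the 9 complex III subunits the mean was 0.93 (exact permutation test, p = 0.2), with camera p-values of 2.33e-07, 0.139 and 1.17e-06 in the same order.

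**Figure D4:**
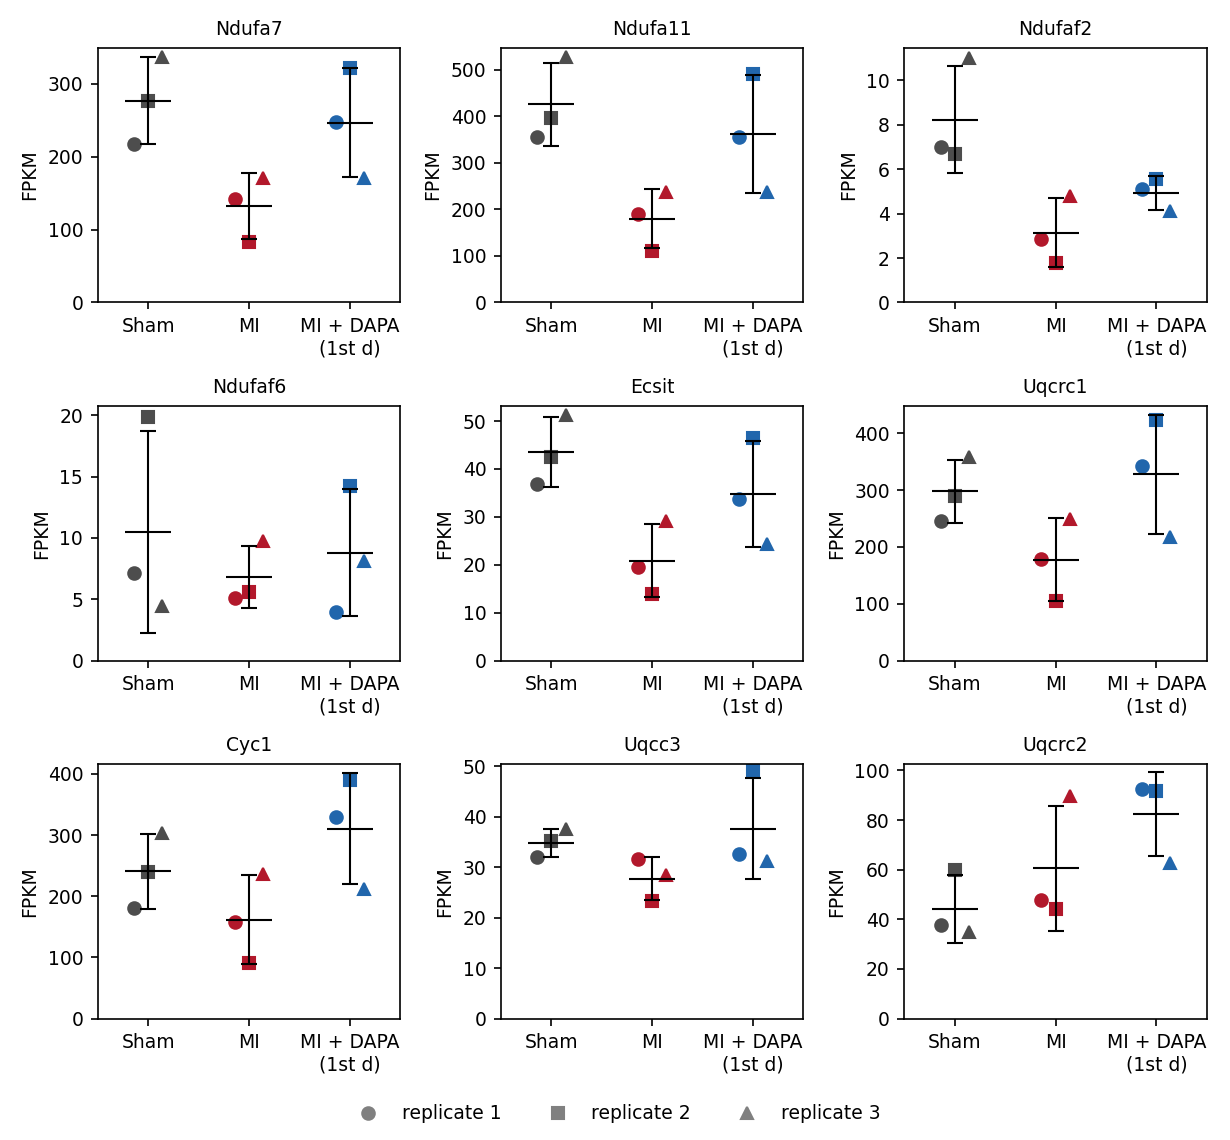
FPKM of the 9 genes in each rat, by group. Symbols are single rats, and the horizontal and vertical bars are the mean and the SD (n = 3 rats). DAPA replicate 3 is the lowest treated rat in every panel except Ndufaf6.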

The results showed the expression of majority subunits in Complex I (Ndufa7, Ndufa11, Ndufaf2, Ndufaf6, Exsit, etc.) and Complex III (Uqcrc1, Cyc 1, Uqcc3, Uqcrc2) were significantly upregulated in DAPA treatment [group DAPA (1st d)] under normal physiological conditions. In addition, we describe the relationship between mitochondrial biogenesis related genes by CBNplot (Figure 12C). 

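Of the genes of Fig. 12C, Atp5me, Idh2, Atp5po and ATP8 were past the p and fold-change thresholds in group MI + DAPA (1st d) vs. group MI, and ATP6 was not. Atp5me (ENSRNOG00000000064) had an FPKM of 689 ± 159 in group Sham, 173 ± 85.1 in group MI and 364 ± 125 with DAPA (SD, n = 3 each), a log2 fold change of 1.16 with DAPA (standard error 0.44; exact permutation test, p = 0.1). Atp5po (ENSRNOG00000001991) changed by 1.09 (standard error 0.41; exact permutation test, p = 0.2). Idh2 (ENSRNOG00000013949) was at 153 ± 22.1, 154 ± 79.3 and 311 ± 88.8 FPKM in the same order (SD, n = 3 each), so its rise with DAPA (exact permutation test, p = 0.2) did not follow a fall in group MI. ATP8 (ENSRNOG00000033299), a gene of the mitochondrial genome, fell by 2.86 on the log2 scale in group MI vs. group Sham and rose by 1.17 with DAPA (exact permutation test, p = 0.1). ATP6 (ENSRNOG00000031979), also of the mitochondrial genome, fell by 3.41 and rose by 1.16 (standard error 0.80; exact permutation test, p = 0.2). With the Benjamini-Hochberg method applied to these 5 genes alone, 4 had an adjusted limma p of at most 0.0449, and over all genes tested 0 did. With the replicate number as a block, 0 of the 5 had a limma p under 0.05. The list was taken from the paper's own figure on these rats.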

Above all, we conclude that DAPA may bring improvement in cardiac function by enhance myocardial mitochondrial biogenesis and OXPHOS, which protect myocardium from inflammation and fibrosis.

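Compared with group Sham, group MI + DAPA (1st d) had a mean log2 fold change of 0.13 over the nuclear OXPHOS subunits (exact permutation test, p = 0.7) and of 2.16 over the collagens and extracellular matrix genes (exact permutation test, p = 0.1). The protein-coding genes of the mitochondrial genome were still lower than in group Sham, with a mean log2 fold change of -2.12 (exact permutation test, p = 0.1). Among the genes lowered in group MI and raised with DAPA, 13 were nuclear OXPHOS subunits. Among the genes raised in group MI and lowered with DAPA, 2 were matrix genes, 3 were T cell genes and 4 were MHC class II genes. The paper proposes that DAPA may improve cardiac function by enhancing myocardial mitochondrial biogenesis and OXPHOS, which protect the myocardium from inflammation and fibrosis.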

## Discussion

We evaluated the effect of DAPA and/or S/V in post-MI HF and found substantial preclinical implications. First, we found no considerable difference in the cardioprotective effects between singular DAPA or S/V in rats with post-MI HF. Second, the most effective treatment strategy for rats with post-MI HF is the administration of DAPA during the first 2 weeks, followed by the addition of S/V to DAPA later. Moreover, adopting a therapeutic scheme whereby S/V was administered first, followed by later addition of DAPA, failed to further improve cardiac function compared to S/V monotherapy.

S/V effectively ameliorates symptoms in patients with chronic HF and AMI (6, 7, 26). In rats, S/V results in a marked improvement in cardiac function and reductions in oxidative stress and inflammatory processes following MI (27). Large clinical studies have shown that SGLT2i decreases in the incidence of cardiovascular deaths and HF hospitalizations in patients with chronic HF (28). In a murine model of cardiac hypertrophy, SGLT2i reduces LV fibrosis via increased AMPK signaling (29). In AMI rats with or without diabetes mellitus, SGLT2i exerts cardioprotective effects by modulating autophagic flux (30). Despite a growing number of investigations, the role and impact of SGLT2i in AMI therapy are largely unclear. Few studies have compared the efficacy of S/V and DAPA alone and in combination in post-MI patients with HF. A correlational investigation revealed that patients with HFrEF who received combination therapy with DAPA and S/V demonstrated notably enhanced cardiovascular benefits in comparison to those in individuals receiving monotherapy with S/V (31). In addition, the effects of the co-administration of S/V and DAPA surpassed those of monotherapy in protecting the rat myocardium against ischemia-reperfusion (I/R) injury (32). Based on the results of these studies, we used an animal model of MI to further investigate the effects of the early initiation of DAPA or different orders of administration in combination therapy with S/V on heart function in post-MI HF. Our model simulates severe AMI, typically characterized by a large infarct size and hypotension. By utilizing this model, we can gain a greater comprehension of the intricacies underlying this disorder and screening more efficacious interventions. Our findings indicated that the concurrent administration of DAPA and S/V was not a suitable approach, within 3 days following the onset of AMI. The diuretic properties of both DAPA and SV prompted hypotension (data not shown) and consequent hemodynamic instability in post-AMI. S/V inhibited the breakdown of natriuretic peptide, thereby promoting natriuresis and diuresis (33). DAPA also induces natriuresis and glucose osmotic diuresis by inhibiting SGLT2 in the renal proximal tubule (34). Consequently, in subsequent experiments, the group treated with the combination of DAPA and S/V within one day of AMI was reasonably excluded.

Initially, a comparison of the singular administrations of DAPA or S/V was conducted to assess their individual effectiveness and safety in post-MI HF. Our study indicated that both DAPA and S/V substantially improved cardiac structure and function in rats with post-MI HF. In the DAPA or S/V monotherapy setting, comparable reductions in infarct size, as well as myocardial hypertrophy, apoptosis, and fibrosis were observed. Our findings suggest that DAPA and S/V confer similar cardioprotective effects in post-MI HF. Moreover, we investigated the sequence of administration of DAPA and S/V. Our results revealed that DAPA followed by S/V exhibited the highest efficacy in preventing post-MI HF in rats. We hypothesized that the substantial improvement in heart function obtained by DAPA followed by S/V could be attributed to the prompt initiation of DAPA, specifically within 24 h of AMI. To gain further insights into the mechanisms underlying the cardioprotective effects of DAPA in AMI, we conducted RNA-seq. Our RNA-Seq data revealed that DAPA treatment after AMI altered the expression of genes related to myocardial mitochondrial biogenesis and OXPHOS. Mitochondria play a pivotal role in mediating the damage associated with myocardial injury during MI (19, 35). Within the context of HF, mitochondrial dysfunction can trigger the cytosolic buildup of deleterious glucose and lipid metabolites, instigating a progressive decline in ATP production and accelerating the pathogenesis of HF (36).

SGLT2i exerts its beneficial effects on cardiomyocyte energy metabolism via a trio of complementary mechanisms. SGLT2i elicits a metabolic state resembling starvation, which is characterized by the urinary glucose excretion, the induction of ketogenesis, and the reduction of adipose tissue depots at a systemic level (36, 37). Furthermore, SGLT2i augments autophagic flux, which facilitates the clearance of dysfunctional mitochondria as well as toxic glucose and lipid by-products (38–40). SGLT2i directly interacts with GLUT1 and GLUT4, leading to modifications in their respective activities. This has the potential to augment myocardial glucose and fatty acids oxidation (41, 42). The processes observed within cardiomyocytes are concomitant with a rise in expression of sensors that respond to nutrient deprivation and a reduction in the expression of sensors that respond to nutrient surplus. These changes serve to support mitochondrial biogenesis and augment mitochondrial OXPHOS, thereby promoting ATP production (43, 44) In light of the substantial loss of mitochondria (45), our results indicate that DAPA failed to confer added benefits to rat cardiac function beyond 2 weeks of AMI. Hence, prompt administration of DAPA should be considered, as its impact on blood pressure levels following AMI was minimal.

Our results demonstrated that S/V can enhance cardiac function following AMI. S/V is a composite consisting of sacubitril (a neprilysin inhibitor) and valsartan. By inhibiting AT1 receptors on vascular and adrenal cells (46), valsartan has the potential to decrease cardiac hypertrophy, inflammation and fibrosis (47). In addition to suppressing the RAAS and sympathetic systems (47), natriuretic peptides reduce cardiac hypertrophy, inflammation, apoptosis, and fibrosis (48–51), while facilitating sodium excretion and diuresis (52). Moreover, the activation of neurohormonal pathways and hemodynamic perturbations observed in both animals and humans following AMI may impair cardiac contractility, resulting in systemic hypotension and inadequate organ perfusion (53–55). As such, S/V exhibited a more pronounced effect on blood pressure during the initial phase of AMI, whereas no notable alterations were evident after a 2-week period. From a clinical standpoint, S/V therapy is constrained in certain patients with AMI exhibiting hypotension and may be limited by the need for a gradual titration process to attain the desired dosage or the maximum tolerable level for an individual patient. In the case of SGLT2i therapy, the initial dosage corresponds with the intended target treatment level.

Together, we concluded that DAPA can be used preferentially in post-MI HF. After 2 weeks of treatment with DAPA, the addition of S/V could be an optimal strategy, substantially improving heart function in rats with post-MI HF. Although these findings are promising from a fundamental research perspective, further clinical studies are required to substantiate this treatment approach. More clinical research is needed to verify that SGLT2i improves outcomes in patients with AMI. Furthermore, additional comparative analyses of S/V and DAPA as well as their combined effects in patients with AMI are needed.

### Study limitation

Owing to the extensive infarct size in our model, a combination of DAPA and S/V at 24 h post-AMI was deemed unfeasible. Subsequently, we intend to exploit the I/R model to determine the feasibility of combining DAPA and S/V following a 24-hour period. Furthermore, rather than titrating S/V, we administered a substantial dose, leading to a reduction in blood pressure in rats with MI. Moreover, the degree to which SGLT2i and S/V impact cardiac remodeling in the presence of conventional post-MI HF therapy remains unknown.

## Conclusions

Our study revealed no notable difference in the cardioprotective effects of singular DAPA or S/V treatment in rats with post-MI HF. The most effective treatment strategy for rats with post-MI HF was the administration of DAPA during the first 2 weeks, followed by the addition of S/V to DAPA later. Conversely, adopting a therapeutic scheme whereby S/V was administered first, followed by later addition of DAPA, failed to further improve cardiac function compared to S/V monotherapy.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229147.

How the deposited data were processed for this re-analysis (not part of the article)

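RNA-seq was performed by the authors on left ventricles of 3 rats each from group Sham, group MI and group MI + DAPA (1st d), taken at day 28. Poly-A selected libraries were read as paired ends on Illumina instruments. The authors deposited FPKM values, 1 column per rat and 9 in all, for 35843 genes with Ensembl rat identifiers or, for 2960 loci, identifiers of their own without a gene name. How the reads were aligned and counted and on which genome build is not named in the paper's text, so no coordinates are given. The paper names DESeq2 as the authors' tool for differential expression, with a p-value under 0.05 and an absolute log2 fold change over 1. It does not say whether that p-value was adjusted, and it was taken here as unadjusted. No column was left out, so the number of columns not used is 0. Each column was assigned to its group and replicate number by its name, and the replicate numbers used for the block are those of the column names; the rats themselves are different animals.

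The deposited FPKM values were already divided by gene length and by a library-size denominator by the authors. The low values of each gene are whole multiples of a step, from which the reads of each gene and the relative depth of the libraries were recovered. Of the 18896 genes with a value in at least 4 libraries, 18896 gave whole reads in every library. Another 4359 genes with values in fewer libraries were not recovered. On simulated data, 99.8% of the reads of 18446 genes came back exactly. The recovered totals were between 13602012 and 17212095 reads per rat, of which 5900852 to 13224754 lay outside the 13 protein-coding genes of the mitochondrial genome. Sham libraries had 6513715 reads on all other genes on average, MI libraries 12975401 and DAPA libraries 11826707. These other genes were therefore measured at the lowest depth in group Sham. The smallest share that a library can show was taken as 3 reads of its total. Shares and floors cover counting error only, since the reads carried no molecular identifiers.

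The design had been written for gene counts and a count-based test. Because the values are FPKM, limma 3.58.1 in R 4.3.3 was used instead on log2(FPKM + 1), with only the 2 groups of a comparison in each fit, no covariate, and a prior variance that follows mean expression (trend in the empirical Bayes step). Genes with an FPKM of at least 1 in at least 3 of the rats fitted were tested: 13485 in MI vs. Sham, 13251 in MI + DAPA (1st d) vs. MI and 13359 in MI + DAPA (1st d) vs. Sham. Genes were called at an unadjusted limma p under 0.05 and an absolute log2 fold change over 1, and the Benjamini-Hochberg adjusted counts are given beside them. Fold changes on log2(FPKM + 1) understate the change of genes with low values. Overlaps of gene lists were tested by Fisher's exact test over the 12851 genes tested in both comparisons. No GO or Reactome annotation was used. In its place, 20 gene sets were written before the data were examined, from the paper's figures and the standard names of the subunits and markers, and tested with limma's camera at an inter-gene correlation of 0.01 and with the correlation estimated. The camera test at the fixed correlation treats the genes as nearly independent, so the exact permutation test on the set means of the rats is given beside it. Values per rat were compared by two-sided exact permutation tests, whose smallest p with 3 rats against 3 is 0.1. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 served for recovery of reads and plots.

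Genes named in the text follow a rule set before the data were examined: the genes the paper names in its RNA-seq text, Fig. 12 and its qPCR table, at most 3 members per gene set with the smallest p in MI + DAPA (1st d) vs. MI, and the 5 genes with the largest change in each direction among those called in both comparisons in opposite directions without overlap between the groups. The minimum expression of that rule was applied as a mean log2(FPKM + 1) of at least 1 over the MI and DAPA rats. Other genes are said to have been chosen after their values were seen. Gene names were taken from the deposited files. Fig. 12B was compared with the deposited values by reading its colours against its colour bar.

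The test was run on simulated data drawn from the means and depths of the real libraries with a dispersion of 0.1. Of 191 genes changed by 4-fold among 13328 tested, 93.2% were called, 0 of them in the wrong direction, with 62 unchanged genes called as well. In data simulated without any change, 59 of 13359 genes were called and 5.01% had a p under 0.05. Of these unchanged genes, 7 had a Benjamini-Hochberg adjusted limma p under 0.05. The simulated genes varied independently with the same dispersion, so shifts of many genes together in a rat were not simulated. These rates therefore need not hold for DAPA vs. MI in the real data. A simulated shift of 0.5 in a set of 40 genes came back as 0.45 on log2(FPKM + 1).

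Alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, a minimum of 10 reads in every rat fitted, all 9 rats in 1 fit, the replicate number as a block, the mitochondrial genome genes left out before rescaling, each rat left out in turn, adjusted p-values, no fold-change threshold, a test against a fold change of 2 (limma's treat), and an estimated inter-gene correlation. The mitochondrial genome genes left out were the 13 protein-coding ones. Alternatives added later were limma-voom on the recovered reads, median-of-ratios scaling, values scaled to all recovered reads, no trend in the empirical Bayes step, and a pseudocount of 0.1 together with no filter. The measurements of the other treatment groups were not analysed here.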

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

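The tests of the mitochondrial read share described here were chosen only after the result was seen, and the others were set before.

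The paper screened DEGs between each 2 groups and draws OXPHOS subunits of all 3 groups in Fig. 12B. Its text gives no number of genes for group MI + DAPA (1st d) vs. group Sham. Between group MI + DAPA (1st d) and group Sham, 2364 genes passed an unadjusted limma p under 0.05 and an absolute log2 fold change over 1, of which 1274 were higher and 1090 were lower with DAPA. With adjusted p-values (limma, Benjamini-Hochberg) there were 1168 and 1000. Of the 4 splits of these 6 rats that part all 3 same-numbered pairs, 1 split, the real one, gave as many genes. The remaining splits keep a same-numbered pair together on each side, and with 3 rats against 3 no share of splits can fall under 0.05, so this count could not have excluded an accidental grouping whatever its outcome. The next largest of all 10 splits gave 315 genes. These groups differ by design in both the infarct and the DAPA treatment, which this comparison cannot separate.

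The 13 protein-coding genes of the mitochondrial genome took 61.8% of the recovered reads in group Sham. They took 13.6% in group MI and 25.2% in group MI + DAPA (1st d), a measure the paper does not report. If a loss of cardiomyocytes from the sampled tissue lowered this share, the nuclear OXPHOS subunits would be lowered on a similar scale. On the authors' scaling, the mean log2 fold change of the protein-coding mitochondrial genome genes was 4.25 times that of the nuclear subunits. This ratio depends on the scaling. The difference between the 2 means, -2.52 (exact permutation test, p = 0.1), hardly does, so the mitochondrial genome genes were lowered more. Whether both gene groups differ alike between cell types was not tested, so the part of cell composition in the fall is left open. The log2 ratio of total reads between group MI and group Sham was 0.0821 of the log2 ratio of the share, which compares the sizes of the 2 differences and does not rule out an effect of depth. RNA quality, the poly-A selection of mitochondrial transcripts and the moment of sampling were not tested, so a difference between the libraries of the groups cannot be excluded. A fall of mitochondrial transcripts after MI remains a hypothesis.

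Of the loci that the authors' files list without a gene name, 277 were called in group MI vs. group Sham, 219 of them lower and 58 higher in group MI. If low read numbers produced these calls, the loci would have few reads. The median of the mean reads per library in the group with more was 66.3, and 255 of the 275 loci with recovered reads were at 10 reads or more. The filter on FPKM and the fold-change threshold already asked for a similar number of reads at a median length of 1286 bases, so this comparison does little to exclude low read numbers. In MI + DAPA (1st d) vs. MI, 6 unnamed loci were higher and 11 were lower. Reads shared with named neighbours or with copies elsewhere in the genome were not tested, so no biological explanation is offered.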

How the results depend on the processing

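Of the alternatives described here, 5 were added after seeing the data (limma-voom on recovered reads, median-of-ratios scaling, values scaled to all recovered reads, no trend in the empirical Bayes step, and a pseudocount of 0.1 together with no filter), and the others were set before the data were examined. The cause of each change was not tested. Scaling to all recovered reads divides by totals that include the mitochondrial reads, whose share differed between the groups.

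The numbers of genes called in MI vs. Sham (1390 lower, 1634 higher) and in DAPA vs. Sham (2364) stayed within 1.5 times their value in most settings, the exceptions being the following. Without a fold-change threshold they were 3295, 3310 and 5534. With limma's treat test against a fold change of 2 they were 196, 215 and 98. With a pseudocount of 0.1 and no filter they were 2104, 2965 and 3815. Scaled to all recovered reads they were 277, 5918 and 4515. That last scaling moved the median log2 fold change of all genes by 0.92 in MI vs. Sham, -0.19 in DAPA vs. MI and 0.73 in DAPA vs. Sham, and the share of higher genes among those called was 95.5% in place of 54% in MI vs. Sham, 18.2% in place of 46.2% in DAPA vs. MI and 95.1% in place of 53.9% in DAPA vs. Sham. The mean log2 fold change of the OXPHOS subunits in DAPA vs. MI was 0.68 under it. With single rats left out, the lower genes in MI vs. Sham numbered 1111 to 1551 the higher genes 1303 to 1753, and the genes called in DAPA vs. Sham 2047 to 2478.

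DAPA vs. MI depended on the setting more. The main comparison called 273 genes, 147 of them lower, with 68 and 97 shared with MI vs. Sham. With Benjamini-Hochberg adjusted limma p-values, and again with the treat test, the higher, lower and shared genes numbered 0, 0, 0 and 0, while 608 and 517 genes had an unadjusted p under 0.05, of which 342 and 368 were shared in the opposite direction. With a pseudocount of 0.1, 224 genes were lower, and 104 and 148 were shared. With a pseudocount of 0.1 and no filter, 314 genes were higher and 531 lower, and 141 and 321 were shared. Limma-voom on recovered reads gave 193 higher and 110 shared. Scaled to all recovered reads, 62 genes were higher and 279 lower, and 23 and 237 were shared. With at least 10 reads in every rat fitted, 49 of the genes raised in MI were lowered with DAPA. When single rats were left out, the higher genes ranged from 38 to 408, the lower genes from 73 to 238, and the shared genes from 19 to 185 and from 34 to 142.

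With the replicate number as a block, 71 genes were higher in DAPA vs. MI, 61 of them among the higher genes of the main comparison, and 35 were shared with the genes lower in MI, 34 of them among the 68, while 146 were lower and 92 were shared in the other direction. The same-numbered rats of groups MI and DAPA had a mean correlation of -0.172. In MI vs. Sham, where that correlation was 0.0209, the block gave 1386 lower and 1658 higher genes. With the block, the number of genes with an unadjusted limma p under 0.05 in DAPA vs. MI fell from 54 to 7 among OXPHOS subunits, from 29 to 5 in complex I, from 7 to 1 in complex III, from 16 to 3 of the 26 genes of Fig. 12B with Ndufaf2, from 4 to 0 of the 9 genes the paper names, and from 4 to 0 of the 5 genes of Fig. 12C. It also fell from 3 to 0 in the TCA cycle and from 8 to 3 among collagens and matrix genes, but rose from 6 to 7 among T cell genes. The labels do not say that same-numbered rats were paired, and the block takes up degrees of freedom, so these counts do not measure robustness.

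The mean log2 fold changes of the 6 main gene sets in DAPA vs. MI kept their direction under every alternative run. The camera p lost its place under 0.05 only with the inter-gene correlation estimated, where the means were 0.91 for OXPHOS subunits (p = 0.137), 0.93 for complex I (p = 0.129), 0.93 for complex III (p = 0.139), 0.57 for the TCA cycle (p = 0.2), -0.42 for collagens and matrix (p = 0.236) and -0.88 for T cell genes (p = 0.254). With single rats left out, the means ranged from 0.59 to 1.17 for OXPHOS, 0.60 to 1.18 for complex I, 0.64 to 1.21 for complex III, 0.35 to 0.80 for the TCA cycle, -0.64 to -0.23 for the matrix genes and -1.28 to -0.39 for the T cell genes.

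Some of the 66 named genes changed direction in DAPA vs. MI. With single rats left out, the log2 fold change of Ndufaf6 ranged from -0.17 to 0.65, that of Ndufa1 from -0.98 to 1.74, Casp9 from -0.0641 to 0.0452, Acta2 from -0.17 to 0.17 and Tgfb1 from -0.0981 to 0.147. Scaled to all recovered reads, the log2 fold change of Bax, DAPA vs MI, was -0.0269, and the log2 fold change of Tgfb1, DAPA vs MI, was -0.16. That scaling moves all genes in the same direction, so these changes of sign say nothing about Bax and Tgfb1 in particular. Of the 1113 values of the named genes under alternatives, 138 were weaker and 16 stronger.

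The DESeq2 test and its size factors within a count model, both set before the data were examined, were meant for deposited counts and were not run, since the deposited values are FPKM. A minimum count was replaced by a minimum FPKM, so leaving out either was the same alternative. At these depths Sham libraries hold the fewest reads outside the protein-coding genes of the mitochondrial genome, which limits genes with low values there.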

Differences from the paper's values

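The comparison of Fig. 12B with the deposited values, at the end, was chosen only after the values were seen.

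The paper reports 2175 genes lower in group MI than in group Sham, and 1390 were called here. Of the alternatives set before the data were examined, a pseudocount of 0.1 (1758), no filter on low values (1458), leaving out the mitochondrial genome genes (1524) and leaving out MI replicate 3 (1551) came within 1.5 times the paper's value, and the others did not. So did 2 alternatives chosen after seeing the values, limma-voom on recovered reads (1772) and a pseudocount of 0.1 together with no filter (2104).

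For genes higher in group MI the paper reports 2878, against 1634 here. A pseudocount of 0.1 (2033) and the absence of a fold-change threshold (3310) were within 1.5 times the paper's value, the others set before the data were examined were not, and limma-voom (1999) and the pseudocount of 0.1 with no filter (2965), chosen after seeing the values, were.

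The paper reports 197 genes lowered in group MI and raised with DAPA, against 68 here. Leaving out MI replicate 3 (185) or DAPA replicate 3 (134) came within 1.5 times of it, as did the pseudocount of 0.1 with no filter (141), chosen after seeing the values, and none of the other alternatives did. For genes raised in group MI and lowered with DAPA the paper reports 421, against 97 here. Only the absence of a fold-change threshold (368) and, chosen after seeing the values, the pseudocount of 0.1 with no filter (321) came within that range.

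Outside the overlaps, about 22 genes were raised with DAPA in Fig. 11A, read by eye, against 58 here. Leaving out MI replicate 2 (18), DAPA replicate 1 (29) or DAPA replicate 2 (30) came within 1.5 times of it, and no other alternative did. In Fig. 11B about 6 genes, read by eye, were lowered with DAPA outside the overlap, against 50 here, and no alternative came within 1.5 times of it.

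The paper states that a majority of subunits in complex I and complex III are significantly raised with DAPA, and names 9 genes. Among all subunits tested here, 29 of 36 in complex I and 7 of 9 in complex III had an unadjusted limma p under 0.05. Under the replicate block these counts were 5 and 1. The replicate numbers are not known to pair rats and the block takes up degrees of freedom, so such falls say little against the statement. Of the 9 genes the paper names, 4 had an unadjusted limma p under 0.05 here and 1 was also over the fold-change threshold. Ndufaf2, Ndufaf6, Ecsit, Uqcc3 and Uqcrc2 did not reach that p, and 0 of the 9 reached it after Benjamini-Hochberg adjustment. With the replicate number as a block, 0 of the 9 had an unadjusted limma p under 0.05. Without MI replicate 3, Ndufaf2, Ecsit and Uqcrc2 did, and Ecsit also did with all 9 rats in 1 fit and without DAPA replicate 3. Ndufaf6 and Uqcc3 did not under any alternative. It draws ATP6 among the related genes of Fig. 12C, and ATP6 was not under a limma p of 0.05 except without DAPA replicate 3. In Fig. 12B the third DAPA column is the highest and the first DAPA column the lowest of that group for most genes. In the deposited values replicate 2 is the highest and replicate 3 the lowest DAPA rat in most of these genes.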

Other observations

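The tests described here that leave out a single rat, that use cardiomyocyte markers, that change the scaling or that compare Fig. 12B with the deposited columns were chosen only after the result was seen. The splits, the held-out rats, the gene length test and the fibroblast marker test were set before.

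Other splits of the same rats were compared with the real one. Of the 10 splits of 6 rats into 3 and 3, 4 part all same-numbered pairs, and the others keep a pair together on each side. With so few, the share is never under 0.05, so none of these counts can exclude an accidental grouping. For the gene counts, each split was measured by the larger of its 2 directions. In MI vs. Sham, 1 of the 4 splits, the real one, reached the number of lower genes and that of higher genes (1 of all 10 for each). In DAPA vs. MI, 2 of the 4 splits reached the number of higher genes, and the same 2 reached that of lower genes (3 of all 10 for each). The other split exchanges MI replicate 3 and DAPA replicate 3, and its 2 directions held 272 and 69 genes. For the gene sets, the number of the 4 splits with as large a mean was 2 for OXPHOS, 1 for complex I, 2 for complex III, 2 for the TCA cycle, 2 for collagens and matrix and 1 for T cell genes, and of all 10 splits it was 2, 1, 2, 2, 3 and 2 in the same order. For the shared genes, MI and DAPA labels were moved among the 6 infarcted rats. Of the 8 labellings that part all pairs, 2 gave as many genes lowered in MI and raised with DAPA, and 2 gave as many in the other direction (2 and 3 of all 20 labellings).

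Because both comparisons use the same MI rats, a chance deviation of these rats could make the lists overlap. Genes were therefore chosen with 1 MI rat held out, and the share of the change in MI that DAPA reversed was measured against the held-out rat. It was 0.781 times (median over the 3 rats) the share measured against the rats that chose the genes for the shared genes lower in MI, and 0.704 times for the shared genes higher in MI. The rats differed. For the shared genes lower in MI the share went from 67% to 39.6% with MI replicate 3 held out and from 54.1% to 60.5% with MI replicate 2 held out. Over all genes lower in MI it went from 28.2% to 11.2% with MI replicate 3 held out and from 15.2% to 25.2% with MI replicate 2 held out, and over all genes higher in MI from 28.6% to 13.2% and from 16.8% to 22.1%. Part of the reversal may therefore come from the MI rats that both comparisons share, and the DAPA rats were the same in both measurements.

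The rise of OXPHOS subunits in DAPA vs. MI was weighed against explanations other than a change within cardiomyocytes. After the mean of the cardiomyocyte markers was taken off, the difference between the groups was -0.15 against 0.91 before. This is consistent with a larger share of cardiomyocytes in the tissue sampled from DAPA-treated rats, and an effect of DAPA on cardiomyocyte survival or infarct size, a change in the expression of both gene groups, and a difference in the place of sampling cannot be told apart with these data. Without MI replicate 2 the mean was 0.59, so that rat alone does not account for the rise. Gene length did not account for it, the median of the set being above 100% of 10000 random lists matched on length and expression. Scaled to all recovered reads the mean was 0.68. The mean log2(FPKM + 1) of the subunits in MI replicate 3 (7.66) was above that in DAPA replicate 3 (7.62).

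The fall of T cell genes may rest mostly on MI replicate 2, without which the mean log2 fold change was -0.39, under 50% of the value with all rats. The fall of collagens and matrix genes was -0.23 without MI replicate 1, which is over 50% of the value with all rats. After the mean of the fibroblast markers was taken off it was -0.11, so a smaller share of fibroblasts may account for much of this fall.

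The columns of Fig. 12B were compared with the deposited columns across its 25 genes, which are not independent replicates. Of the 9 columns of the figure, 8 had a deposited column with a Pearson's r of at least 0.98. The second DAPA column of the figure matched DAPA replicate 1 (r = 0.996) and the third matched DAPA replicate 2 (r = 0.994). The highest r of the first DAPA column with any deposited column was 0.389, so another order of the replicate numbers alone does not account for the difference. Which library the first DAPA column of the figure was drawn from was not tested. Without DAPA replicate 3, 294 genes were higher and 205 were lower in DAPA vs. MI.

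Several transcripts of the paper's qPCR table can be read in the same RNA-seq values. Nppb was at 484, 99.4 and 811 FPKM in MI replicates 1, 2 and 3 and at 965, 770 and 543 FPKM in DAPA replicates 1, 2 and 3. Its log2 fold change was 1.12 with DAPA (exact permutation test, p = 0.3), and ranged from 0.24 to 1.75 with single rats left out. Bax was at 46.5 FPKM on average in group Sham, 25.1 in group MI and 28.9 with DAPA. Casp9 was at 4.18, 3.98 and 3.98 FPKM in the same order. Col3a1 had a log2 fold change of -1.05 with DAPA (exact permutation test, p = 0.2), Tgfb1 one of 0.06 (p = 0.8) and Acta2 one of -0.05 (p = 0.8).

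Hemoglobin genes, chosen after their values were seen, were lower in every DAPA rat than in every MI rat, with Hbb at 193, 279 and 166 FPKM in MI and 2.57, 90.8 and 57.9 FPKM with DAPA, while Sham rats were at 69.1, 1558 and 179 FPKM. Slc5a2, which encodes the target of DAPA and was also chosen afterwards, was at or under 1.19 FPKM in all 9 rats, and Slc5a1 was listed at 0 in all of them.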
